# Novel Roles for Notch3 and Notch4 Receptors in Gene Expression and Susceptibility to Ozone-Induced Lung Inflammation in Mice

**DOI:** 10.1289/ehp.1408852

**Published:** 2015-02-06

**Authors:** Kirsten C. Verhein, Zachary McCaw, Wesley Gladwell, Shweta Trivedi, Pierre R. Bushel, Steven R. Kleeberger

## Abstract

**Background:**

Ozone is a highly toxic air pollutant and global health concern. Mechanisms of genetic susceptibility to ozone-induced lung inflammation are not completely understood. We hypothesized that *Notch3* and *Notch4* are important determinants of susceptibility to ozone-induced lung inflammation.

**Methods:**

Wild-type (WT), *Notch3* (*Notch3^–/–^*), and *Notch4* (*Notch4^–/–^*) knockout mice were exposed to ozone (0.3 ppm) or filtered air for 6–72 hr.

**Results:**

Relative to air-exposed controls, ozone increased bronchoalveolar lavage fluid (BALF) protein, a marker of lung permeability, in all genotypes, but significantly greater concentrations were found in *Notch4^–/–^* compared with WT and *Notch3^–/–^* mice. Significantly greater mean numbers of BALF neutrophils were found in *Notch3^–/–^* and *Notch4^–/–^* mice compared with WT mice after ozone exposure. Expression of whole lung *Tnf* was significantly increased after ozone in *Notch3^–/–^* and *Notch4^–/–^* mice, and was significantly greater in *Notch3^–/–^* compared with WT mice. Statistical analyses of the transcriptome identified differentially expressed gene networks between WT and knockout mice basally and after ozone, and included *Trim30*, a member of the inflammasome pathway, and *Traf6*, an inflammatory signaling member.

**Conclusions:**

These novel findings are consistent with *Notch3* and *Notch4* as susceptibility genes for ozone-induced lung injury, and suggest that Notch receptors protect against innate immune inflammation.

**Citation:**

Verhein KC, McCaw Z, Gladwell W, Trivedi S, Bushel PR, Kleeberger SR. 2015. Novel roles for Notch3 and Notch4 receptors in gene expression and susceptibility to ozone-induced lung inflammation in mice. Environ Health Perspect 123:799–805; http://dx.doi.org/10.1289/ehp.1408852

## Introduction

Ozone is a global, highly toxic air pollutant and principal component of smog. Elevated ambient ozone is associated with increased hospitalizations and exacerbation of respiratory conditions (Bell et al. 2004; Tatum and Shapiro 2005). Numerous components of the innate immune response are altered as a result of ozone toxicity in human and rodent airways, including predominant neutrophilic inflammation and airway hyperresponsiveness, chemokine and cytokine production, damage to airway epithelium, and increased mucus production and secretion (Al-Hegelan et al. 2011; Hollingsworth et al. 2007; Oakes et al. 2013). Ozone interacts initially with airway epithelial cells, alveolar macrophages, and epithelial lining fluid to initiate induction of cytokines and chemokines [including tumor necrosis factor (TNF-α), interleukin (IL)-6, IL-8, IL-1β, prostaglandins, and granulocyte-macrophage colony-stimulating factor (GM-CSF)] that recruit innate immune cells such as neutrophils. Interindividual (e.g., Alexeeff et al. 2008; Chen et al. 2007; McDonnell 1991; Yang et al. 2008) and interstrain (e.g., Bauer et al. 2010; Hamade et al. 2010; Kleeberger et al. 1997; Prows et al. 1997; Vancza et al. 2009) variation in lung responses to ozone have been reported, but mechanisms of susceptibility are not completely understood.

We used positional cloning to identify candidate ozone-susceptibility genes in a significant quantitative trait locus (QTL) on mouse chromosome 7 (*Inf2*) (Bauer et al. 2010; Kleeberger et al. 1997), including histocompatibility genes and *Tnf,* which are involved in innate immune function. TNF-α is a key inflammatory cytokine that contributes to ozone-induced pulmonary inflammation (Cho et al. 2007). In humans, an activating polymorphism in *Tnf* enhances susceptibility to ozone and asthma (Lee et al. 2009). Another candidate susceptibility gene in *Inf2* is *Notch4*, and just proximal to *Inf2* is *Notch3*. Notch receptors are evolutionarily conserved cell surface receptors important for cell fate decisions and embryonic development (Osborne and Minter 2007). In the lung, Notch4 is primarily expressed by endothelial cells, and Notch3 is expressed throughout (Post et al. 2000). Recent evidence suggests that Notch signaling is important in a mouse model of allergic asthma. Expression of Notch ligand Jagged1 on dendritic cells is induced by lipopolysaccharide (LPS) and is important for development of allergen-induced airway inflammation (Okamoto et al. 2012). Kang et al. (2009) inhibited Notch signaling with a γ-secretase inhibitor, which prevented antigen-induced airway inflammation in mice. In the present investigation, we hypothesized that Notch3 and Notch 4 receptors are critical to lung innate immune inflammatory response to ozone, and in particular the neutrophilic influx into the lung.

## Materials and Methods

*Animals and inhalation exposure*. Male *Notch3*^–/–^ (B6;129S1-*Notch3^tm1Grid^*/J), *Notch4*^–/–^ (B6;129S1-*Notch4^tm1Grid^*/J), and wild-type (WT) mice (B6129SF1/J; 7–13 weeks of age; average body weight, 22.6 ± 0.3 g) were purchased from Jackson Laboratories. Males were chosen for this study because we used males in our previous study to identify the *Inf2* QTL on chromosome 17 and because we wished to avoid potential confounders such as sex in the present study (Bauer et al. 2010; Kleeberger et al. 1997). Experimental groups had between 3 and 10 mice per group (details for individual experiments are included in the figure legends). Mice were at the exposure facility for approximately 1 week before they were acclimated for 2–4 days in individual stainless-steel wire cages in a Hazelton 1000 exposure chamber (Lab Products) containing a charcoal and HEPA-filtered air supply. Mice had access to food (NIH-07 chow; Zeigler Brothers) and water *ad libitum.* Mice were exposed continuously to 0.3 ppm ozone for 6, 24, 48, or 72 hr as previously described (Cho et al. 2007), and parallel exposures to filtered air were performed in a separate chamber for the same duration. Ozone was generated with a silent arc discharge ozone generator (model L-11; Pacific Ozone Technology) using ultra-high-purity air (National Welders Inc.). Chamber air temperature (72 ± 3°F) and humidity (50 ± 15%) were held constant. The ozone concentration was monitored and varied < 1% over the duration of exposure (Dasibi model 1008-PC; Dasibi Environmental Corp.). Animals were treated humanely and with regard to alleviation of suffering. All animal use was approved by the National Institute of Environmental Health Sciences Animal Care and Use Committee.

*Etanercept treatment*. Mice were treated with etanercept [Enbrel, 10 mg/kg, intraperitoneal (i.p.) injection; Immunex] or vehicle (human IgG, 10 mg/kg; Abcam) 18 hr before exposure to 0.3 ppm ozone for 24 hr (Budinger et al. 2011). The dose of etanercept was chosen to ensure inhibition of TNF-α signaling in the mice for the duration of the ozone exposure (Budinger et al. 2011). Drugs were diluted in sterile phosphate-buffered saline (PBS).

*Phenotype analysis*. Immediately after exposures, animals were killed with sodium pentobarbital (104 mg/kg, i.p.). The right lungs only were lavaged four times with Hanks’ balanced salt solution (17.5 mL/kg, pH 7.2–7.4). Lavage fluid was centrifuged, and supernatant from the first lavage was assayed for total protein concentration (a marker of lung permeability) using the Bradford assay (Thermo Scientific). Cell pellets were pooled, resuspended in Hanks’ balanced salt solution, and counted with a hemocytometer. Cells were spun onto glass slides and stained with Wright-Giesma stain (Diff-Quik; Baxter Scientific Products) for differential cell count analysis.

*Nuclear protein extraction and nuclear factor-kappaB (NF-*κ*B) activation*. Nuclear protein was isolated from frozen left-lung homogenates using a Nuclear Extract Kit (Active Motif) according to manufacturers instructions. Protein concentration was measured using the *DC* protein assay (Bio-Rad Laboratories), and nuclear protein from three animals per genotype/exposure group (air, 24-, and 48-hr ozone exposure) was equally pooled to achieve 10 μg of nuclear protein per NF-κB assay well. NF-κB activation was measured using a p65 transcription factor assay kit (TransAM p65; Active Motif). Samples were measured in duplicate, and the assay was repeated three times.

*Total lung RNA isolation and quantitative reverse-transcriptase polymerase chain reaction (qRT-PCR)*. Total RNA was isolated from frozen left-lung homogenates using the RNeasy Mini Plus Kit (QIAGEN) following the manufacturer’s instructions. One microgram of RNA was reverse transcribed into cDNA using MuLV reverse transcriptase (Life Technologies) at 42°C for 15 min and 95°C for 5 min with a Gene Amp PCR system 9700 (Applied Biosystems). Real-time qPCR was performed on a 1-μL sample of cDNA with either TaqMan probes or SybrGreen (both from Life Technologies) using a StepOnePlus Real-Time PCR System (Applied Biosystems, Life Technologies) and the following Taqman Probes: β*-Actin*, Mm00607939_s1; *Tnf*, Mm00443260_g1; *Notch1*, Mm00435249_m1; *Notch2*, Mm00803077_m1; *Notch3*, Mm00435270_m1; *Jag1*, Mm00496902_m1; *Jag2*, Mm01325629_m1; *Dll1*, Mm01279269_m1; *Hes1*, Mm01342805_m1; *Cxcl2*, Mm00436450_m1. Primers for *Notch4* were as follows: forward, GGA GAC TGC AGA CCA GAA GG; reverse, GAC CCT CAG AGT CAG GGA CA. Quantification of amplified products was performed using the ΔΔCt method with β-actin as the internal control.

*Microarray analysis of lung transcriptome*. Total whole lung RNA was used after passing quality control using an Agilent Bioanalyzer 2100 (Agilent Technologies Inc.). GeneChip analysis (Affymetrix) on the Affymetrix Mouse Genome 430 2.0 array containing > 39,000 transcripts was performed on each treatment group in triplicate. Expression intensity values were normalized with the robust multiarray average (RMA) method using GeneSpring GX 11.0 Expression Analysis Software (Agilent Technologies). Transcripts were further analyzed by two-way analysis of variance (ANOVA) with Tukey’s honest significant difference (HSD) post hoc tests comparing genotype (WT, *Notch3^–/–^, Notch4^–/–^*) and exposure (air, 6 hr ozone, 24 hr ozone, 48 hr ozone). Genes were determined to be statistically differentially expressed at the Benjamini-Hochberg multiple testing correction adjusted *p*-value < 0.05. Gene lists were analyzed using Ingenuity Pathway Analysis (QIAGEN). Microarray data were submitted to CEBS (Chemical Effects in Biological Systems; 005-00003-0112-000-3) and GEO (Gene Expression Omnibus; GSE58244).

*EPIG (extracting microarray gene expression patterns and identifying coexpressed genes) pattern analysis*. We used EPIG to characterize gene expression patterns (Chou et al. 2007). The approach utilizes the underlying structure of gene expression data to extract patterns and identify coexpressed genes that are responsive to experimental conditions. For each genotype group, the RMA-normalized data for each probe set was converted to a ratio by dividing the probe set pixel intensity by the average of its respective time-matched air control samples from that group and then log base 2 transforming the ratio. EPIG uses Pearson correlation (*r*) across all the nine groups of samples, signal-to-noise (*s*/*n*) ratio within groups of samples, and magnitude of fold change (FC) for a probe set within a group to first detect all potential patterns in the data and coexpressed gene probe sets detected in terms of statistically significant (*p*-value < 10^–4^) correlation between the probe set profiles and the pattern. The parameter settings for the EPIG analysis were the defaults: *r* = 0.8, *s*/*n* = 2.5, and FC = 0.5. We used a minimum pattern cluster size of six for finding all potential patterns.

*Statistics*. All data are expressed as group mean ± SE. Two-way ANOVA was used to evaluate effects of ozone on pulmonary injury in WT and knockout mice. Factors in this analysis were exposure (air or ozone) and genotype (WT, *Notch3^–/–^*, or *Notch4^–/–^*). Data from air-exposed mice were pooled because there was no postexposure time effect on bronchoalveolar lavage fluid (BALF) protein concentration or cells. All statistical analyses were performed using GraphPad Prism, version 6.0 (GraphPad Software).

## Results and Discussion

*Targeted deletion of* Notch3 *and* Notch4 *enhances susceptibility to ozone-induced lung inflammation*. To assess the role of *Notch3* and *Notch4* in ozone-induced lung inflammation, we continuously exposed WT mice and mice with targeted deletion of *Notch3* (*Notch3^–/–^*) or *Notch4* (*Notch4^–/–^*) to ozone and measured markers of lung inflammation and injury. In mice, sub-acute exposure to 0.3 ppm ozone represents an environmentally relevant dosing protocol that elicits airway inflammation that has been reported previously (e.g., Backus et al. 2010; Cho et al. 2007; Johansson et al. 2010; Kasahara et al. 2012). This dosing protocol was chosen for the present study because it led to the initial discovery of the *Inf2* QTL containing ozone susceptibility genes in mice (Bauer and Kleeberger 2010; Kleeberger et al. 1997).

Although significantly increased compared with air controls, inflammation parameters (BALF protein and total cells) in WT mice were minimal after ozone exposure (Figure 1A,B) compared with more susceptible strains (Cho et al. 2001). Relative to air-exposed controls, deletion of either *Notch3* or *Notch4* markedly enhanced ozone-induced increases in the numbers of macrophages and monocytes in BALF (Figure 1D,E; see also Supplemental Material, Table S1) and whole-lung expression of proinflammatory mediators *Tnf* and *Cxcl2* (macrophage inflammatory protein 2-alpha; *Mip2*) (Figure 1H,I). Lymphocytes in BALF were not consistently changed by ozone exposure; a significant increase was found only after 24-hr ozone exposure in WT mice (Figure 1G). We also measured an increase in NF-κB activation after 48-hr ozone in *Notch4^–/–^* mice (Figure 1J). Neither *Notch3* nor *Notch4* were expressed in animals with their respective deletion (Figure 2C,D), and we found no ozone or genotype effect on known Notch ligands (*Jagged1*, *Jagged2*, and *Dll1*) or the effector molecule *Hes1* (Figure 2E–H).

**Figure 1:**
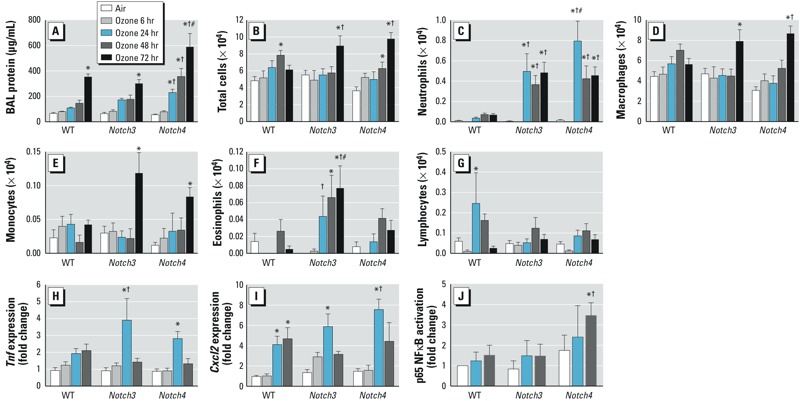
*Notch3^–/–^* and *Notch4^–/–^* mice are more susceptible to ozone-induced lung inflammation compared with WT mice. (*A*) Bronchoalveolar lavage fluid (BALF) protein concentration increased significantly after 72 hr ozone in all mice; protein concentration increased earliest (24 hr) and most significantly in *Notch4^–/–^* mice. (*B*) BALF total cells increased in WT mice after 48 hr and in *Notch3^–/–^* and *Notch4^–/–^* mice after 72 hr. (*C*) Neutrophils significantly increased in *Notch3^–/–^* and *Notch4^–/–^* mice after 24–72 hr compared with air-exposed and WT mice. BAL macrophages (*D*) and monocytes (*E*) significantly increased in* Notch3^–/–^* and *Notch4^–/–^* mice after 72 hr. (*F*) BAL eosinophils significantly increased only in *Notch3^–/–^* mice. (*G*) BAL lymphocytes significantly increased only in WT mice after 24 hr. (*H*) Expression of *Tnf* in whole-lung homogenates significantly increased in *Notch3^–/–^* and *Notch4^–/–^* mice after 24 hr. (*I*) Expression of *Cxcl2* in whole-lung homogenates increased in all groups after 24 hr; *n* = 4–10 mice per group (exposed in 2–3 groups). In *A–I*, *p < 0.05 compared with respective air controls, ^†^*p* < 0.05 compared with WT at same time point, and ^#^*p* < 0.05 between *Notch3^–/–^* and *Notch4^–/–^* mice at the same time point, by 2-way ANOVA with Bonferroni post hoc tests. (*J*) p65 NF-κB activation was significantly increased after 48 hr ozone in *Notch4^–/–^* mice and when compared with WT and *Notch3^–/–^* mice. *p < 0.05 compared with respective air control, and ^†^*p* < 0.05 compared with WT and *Notch3^–/–^* ozone, by 2-way ANOVA with Holm-Sidak pairwise comparisons.

**Figure 2:**
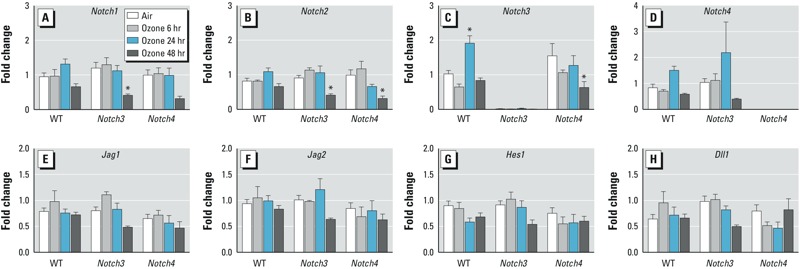
Real-time PCR of whole-lung homogenates for Notch receptors, ligands, and target genes. (*A*) *Notch1*. (*B*) *Notch2*. (*C*) *Notch3*. (*D*) *Notch4*. (*E*) *Jag1*. (*F*) *Jag2*. (*G*) *Hes1*. (*H*) *Dll1*. Expression of *Notch1* and *Notch2* decreased in *Notch3^–/–^* and *Notch4^–/–^* mice after 48 hr exposure to ozone. *n* = 3–10 mice per group (exposed in 2–3 groups). *p < 0.05 compared with respective air controls, by 2-way ANOVA with Bonferroni post hoc tests.

The most notable change in BALF inflammatory markers was found for neutrophils. Highly significant increases were found in *Notch3^–/–^* and *Notch4^–/–^* mice compared with their respective air controls and WT mice (Figure 1C). Moreover, ozone-induced changes in BALF protein, a marker for lung injury, were significantly increased in *Notch4^–/–^* mice relative to the other genotypes (Figure 1A). These results suggest a protective role for *Notch* in ozone-induced lung injury and inflammation.

A potential mechanism through which Notch3 and Notch4 protect against ozone-induced inflammation is by modulation of *Tnf* expression. TNF-α is increased during ozone-induced airway inflammation, and TNF inhibition reduces neutrophilia (Cho et al. 2001; Shore et al. 2001). To determine whether TNF-α mediates exacerbated inflammation in *Notch*-deficient mice, we treated WT, *Notch3^–/–^*, and *Notch4^–/–^* mice with the TNF-α inhibitor etanercept before ozone exposure. Etanercept had no effect on BALF protein concentration (Figure 3A), as predicted because antibodies to TNF, as well as targeted deletion of TNF receptors and *Tnf*, also had no effect on lung permeability (Cho et al. 2001). In WT mice, neutrophils were significantly increased in BALF after ozone exposure with IgG/vehicle treatment and were not significantly increased after etanercept treatment (Figure 3B). However, in *Notch3^–/–^* mice, etanercept significantly reduced neutrophils compared with IgG controls (*p* = 0.042) but had no effect on neutrophil influx in *Notch4^–/–^*, even though *Tnf* gene expression was increased in these mice (Figure 3B). Our results therefore support a TNF-α–mediated role for Notch3 but not Notch4 in protection against ozone-induced inflammation, and suggest that the mechanism behind increased susceptibility is different for mice with targeted deletion of *Notch3* and *Notch4*. The link between TNF-α and Notch signaling likely occurs through NF-κB in a cell type– and Notch receptor– specific manner. Positive and negative regulation of NF-κB by Notch receptors has been demonstrated previously. For example, Notch1 and Notch2 negatively regulate Toll-like receptor (TLR) signaling in macrophages by inhibiting NF-κB transcription activity (Zhang et al. 2012). In contrast, Notch1 signaling activates NF-κB by suppressing an inhibitor of IκB kinase in T-cell acute lymphoblastic leukemia cells (Espinosa et al. 2010). TNF-α also regulates Notch signaling. In rheumatoid synovial fibroblasts, TNF-α stimulation induced expression of *Notch1* and *Notch4* and nuclear translocation of the intracellular domain (Ando et al. 2003). Additional investigations are necessary to understand the specific mechanistic interaction of TNF-α and Notch3 signaling in response to ozone.

**Figure 3:**
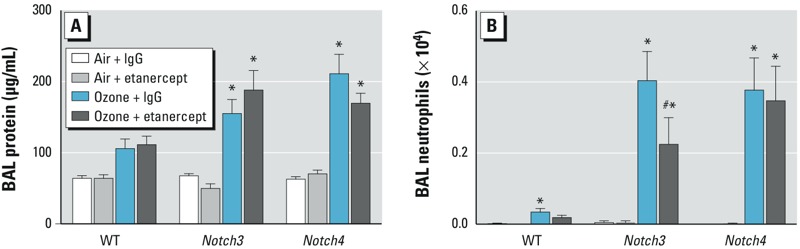
Blocking TNF signaling with etanercept reduced airway neutrophilia in *Notch3* knockout mice. Prior to 24‑hr ozone exposure, mice were treated with a TNF inhibitor (etanercept, 10 mg/kg i.p.) or vehicle (human IgG, 10 mg/kg i.p.). (*A*) Etanercept pretreatment did not affect BALF protein concentration. (*B*) Etanercept reduced the ozone-induced influx of neutrophils in *Notch3^–/–^* mice. *n* = 5–10 mice per group. *p < 0.05 compared with respective air controls, and ^#^*p* < 0.05 between etanercept and vehicle after ozone exposure, by 2-way ANOVA with Tukey’s post hoc tests.

Eosinophils were also significantly increased after ozone exposure, but only in *Notch3^–/–^* mice (Figure 1F). Currently there is no evidence that eosinophils express Notch3 receptors, but both human and mouse eosinophils have been shown to express Notch1 and Notch2 receptors that control eosinophil differentiation (Kang et al. 2007; Radke et al. 2009). In the present study the numbers of eosinophils counted after ozone exposure was very small, and although significant, it is unclear whether the increase is biologically relevant. Eosinophils are known to cluster around airway nerves following ozone exposure, so it is possible that eosinophils are recruited to the lung by ozone but the majority remain in the tissue and do not migrate to the alveoli (Yost et al. 2005). Further investigation will be required to test this hypothesis.

*Transcriptomic analysis identified candidate gene networks for Notch-mediated lung inflammation*. Although TNF-α may influence a portion of Notch3-mediated protection against ozone-induced inflammation, additional mechanisms must contribute to the effect in mice with deletion of *Notch3* and *Notch4*. To further understand the downstream pathways through which *Notch3* and *Notch4* mediate ozone-induced lung inflammation, we used genome-wide transcriptome analysis to identify candidate gene transcripts and interactomes. 

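Lung RNA from 36 male mice was hybridized to Affymetrix mouse genome arrays, each array holding the RNA of 1 mouse. The mice were WT, *Notch3-/-* or *Notch4-/-*, 7 to 13 weeks old. Each genotype had 1 air group and 1 group for each ozone exposure (0.3 ppm, lasting 6 hr, 24 hr or 48 hr), with 3 mice in each of the 12 groups. The targeted gene was low in each knockout line. A *Notch3* probe set lay between -2.43 and -1.71 on the log2 scale in the 12 *Notch3-/-* mice and between -0.37 and 0.88 in the 12 WT mice. In air it was lower by 2.37 (SE 0.16, adjusted p = 7.7e-11). In air the other *Notch3* probe set was lower by 3.76 (SE 0.24, adjusted p = 2.4e-11). The *Notch4* probe set with the largest difference lay between -4.31 and -3.42 in the 9 *Notch4-/-* mice exposed to ozone and between -0.38 and 0.58 in the 12 WT mice. In *Notch4-/-* mice after air it was -1.97 in replicate 1, -1.40 in replicate 2 and -3.69 in replicate 3. The air comparison with WT, which holds these mice, was -2.62 (SE 0.31, adjusted p = 9.2e-06). A second *Notch4* probe set gave -0.63 (SE 0.15, adjusted p = 0.04) in air, a call that held, of the 6 arrays left out in turn, only without *Notch4-/-* air replicate 2. The remaining *Notch4* probe set gave -0.15 (SE 0.14, adjusted p = 0.9). *Notch3* and *Notch4* both lie on chromosome 17. Where these probes lie relative to the deleted parts of the genes is not given in the sources used here, so a probe set without a difference checks nothing. With an intensity trend and robust prior in the test, the *Notch3* and *Notch4* calls in air did not pass. The authors normalized the arrays by RMA in GeneSpring GX, and the deposited log2 values are centred on the median of each probe set over the 36 arrays. Levels are therefore relative to that median, and brightness or signal over background cannot be read from them. An intensity trend in the test thus has no intensity to follow. Calls lost with that setting, here and below, decide nothing about the genes. From these values, 45037 probe sets were tested in limma with 1 mean for each of the 12 groups, which share 1 estimate of the spread. The p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The number of arrays limits the precision, and the median SE was 0.139 log2 for ozone against air. Every gene named for the size of its change had all its arrays on one side of the mean of the group it was compared with.

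**Figure D1:**
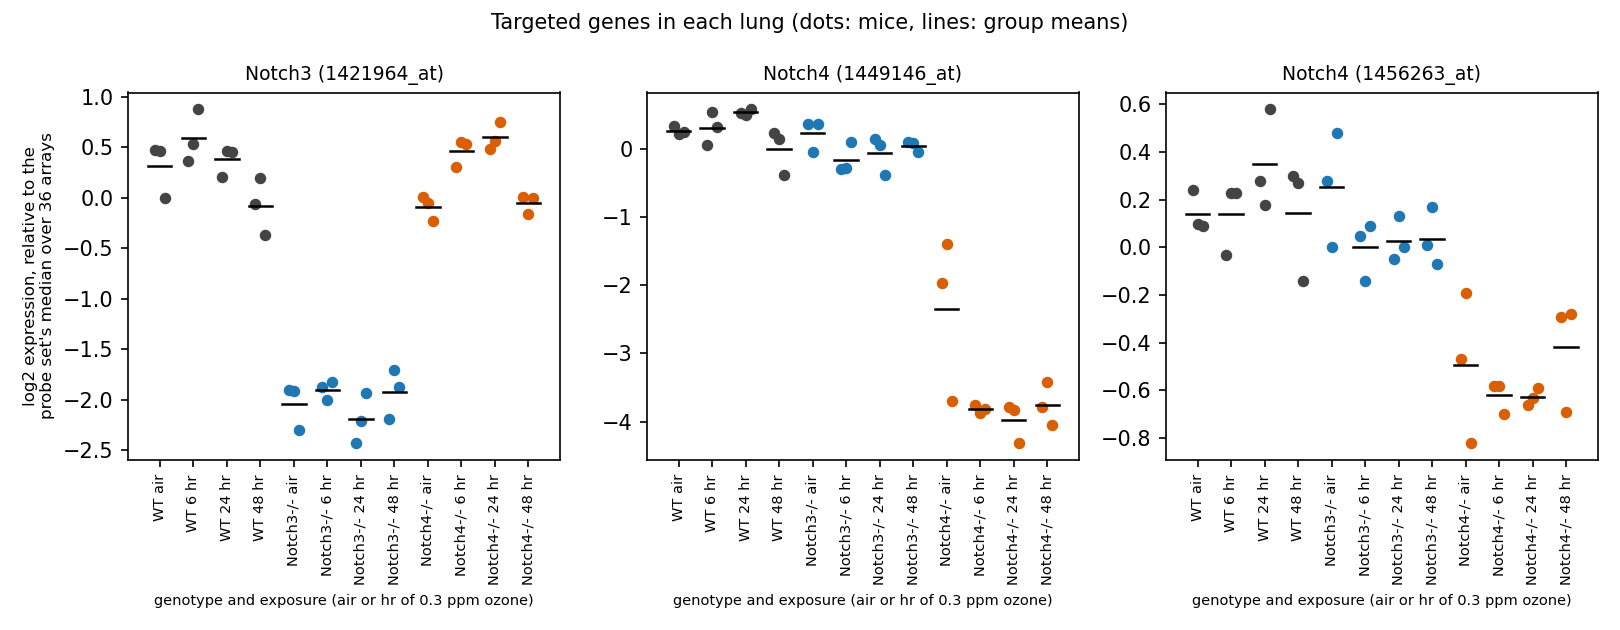
Log2 level of 1 probe set of *Notch3* and a pair of probe sets of *Notch4* relative to each probe set's median over the 36 arrays, on the vertical axis, in the 12 groups of genotype and exposure on the horizontal axis. Each dot is 1 mouse and each line a group mean. *Notch3-/-* mice lie at or below -1.71 for *Notch3*. *Notch4-/-* mice lie at or below -3.42 for the *Notch4* probe set with the largest difference except air replicates 1 (-1.97) and 2 (-1.40).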

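In air, the largest differences from WT were falls shared by the knockout lines. WT mice were first-generation hybrids of the parent strains, and the knockout lines were not. Strain and knockout are thus carried by the same mice, and the differences from WT below may come from either. *Gbp2b*, an interferon-induced guanylate-binding protein, had a difference of -5.10 log2 in *Notch3-/-* mice (SE 0.22, adjusted p = 3.4e-15). In *Notch4-/-* mice it was -5.62 (SE 0.22, adjusted p = 2.5e-16, with 3 mice per group). *Gdpd3*, a glycerophosphodiester phosphodiesterase, had -4.68 and -4.59, and *Wdfy1*, an adaptor of TLR signaling, -2.12 and -1.91. In *Notch3-/-* mice *Spink5*, a serine protease inhibitor of epithelia, was higher by 2.24 (SE 0.38, adjusted p = 0.0016). *Serpina1b*, an antitrypsin gene, was lower by 2.70 (SE 0.45, adjusted p = 0.0016). In *Notch4-/-* mice, *Fbp2*, a gluconeogenic enzyme, was lower by 2.12 (SE 0.18, adjusted p = 9.3e-09). Of the measured interferon-stimulated genes, 0 were higher and 1 lower among 25 in *Notch3-/-* mice (12 and 1 adjusted over the list alone). Their median difference was 0.34 log2, with adjusted p = 2.2e-07 by camera and adjusted p = 0.22 with an estimated correlation. Of the mitosis genes, 3 of 30 were higher in *Notch4-/-* mice (22 adjusted over the list alone), with adjusted p = 3.6e-27 by camera and adjusted p = 0.099 with an estimated correlation. The kinase genes *Cdk1* and *Pbk*, which act in cell division, were higher by 1.58 (SE 0.36) and 1.81 (SE 0.43). They did not pass without any of the WT air replicates or without *Notch4-/-* air replicate 1 or 2. Nor did they pass with *Notch4-/-* air replicates 1 and 2, the mice with intermediate *Notch4* signal, left out together, an alternative chosen after seeing the data that leaves 1 *Notch4-/-* air mouse. Markers of skeletal muscle, a tissue that can be carried over in dissection, had a median difference of 1.49 log2 in *Notch3-/-* mice. Of these 8 genes 0 passed (5 adjusted over the list alone), with adjusted p = 0.00012 by camera and adjusted p = 0.39 with an estimated correlation. In all, 219 of the 45037 probe sets differed in *Notch3-/-* mice (109 higher, 110 lower) and 217 in *Notch4-/-* mice (77 higher, 140 lower). The *Notch3-/-* count was 142 and 131 without WT air replicates 2 and 3. It was 133 without *Notch3-/-* air replicate 3. The *Notch4-/-* count was 134 and 106 without WT air replicates 2 and 3. It was 111 without *Notch4-/-* air replicate 1.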

ANOVA modeling of the data identified few differentially expressed genes between WT and knockout mice after air exposure (see Supplemental Material, Table S2). However, ANOVA and pattern recognition EPIG (Chou et al. 2007) analyses identified ozone-induced changes in many gene transcripts in all genotypes (Figure 4A–C; see also Supplemental Material, Tables S2–S4).

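Ozone raised acute-phase genes in each genotype (3 mice per group). Of 17 measured acute-phase genes, 7 rose in WT mice after 48 hr (11 adjusted over the list alone). Camera gave adjusted p = 5e-18 and adjusted p = 0.0016 with an estimated correlation. In *Notch3-/-* mice 8 rose (11 over the list alone, adjusted p = 0.0025 with an estimated correlation). In *Notch4-/-* mice 7 rose (10 over the list alone, adjusted p = 0.017 with an estimated correlation). *Mt2*, a metal-binding metallothionein, rose after 24 hr by 1.91 (SE 0.26, adjusted p = 0.00033) in WT mice, 2.48 (SE 0.26) in *Notch3-/-* mice and 2.23 (SE 0.26) in *Notch4-/-* mice. Of 20 genes of epithelial repair and the cornified envelope, 9, 9 and 7 rose after 48 hr (10, 9 and 10 adjusted over the list alone) in WT, *Notch3-/-* and *Notch4-/-* mice. Camera gave adjusted p = 7.7e-13, 8.2e-13 and 7.6e-07 and adjusted p = 0.0081, 0.0068 and 0.1 with an estimated correlation. *Tgm1*, a transglutaminase that crosslinks the cornified envelope, rose by 1.88 (SE 0.23), 1.93 (SE 0.23) and 1.46 (SE 0.23). *Ereg*, the EGF receptor ligand epiregulin, rose by 3.26 (SE 0.33), 3.10 (SE 0.33) and 2.83 (SE 0.33). *Ddc*, the decarboxylase that makes dopamine and serotonin, changed by -1.18 (SE 0.16), -0.88 (SE 0.16) and -1.20 (SE 0.16). The probe sets called in all genotypes numbered 29 higher and 0 lower after 24 hr, and 251 higher and 22 lower after 48 hr. Each genotype was compared with its own air mice, so no control array is shared between these comparisons. They share the estimate of the spread of each probe set, which alone brings calls together in either direction and is left out of the value for independent lists. After 48 hr, WT and *Notch3-/-* mice shared 454 higher calls against 12.1 for independent lists, and WT and *Notch4-/-* mice shared 314 against 9.3. Of the WT probe sets that were higher then, 0 were called lower in *Notch3-/-* and 0 in *Notch4-/-* mice.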

**Figure 4:**
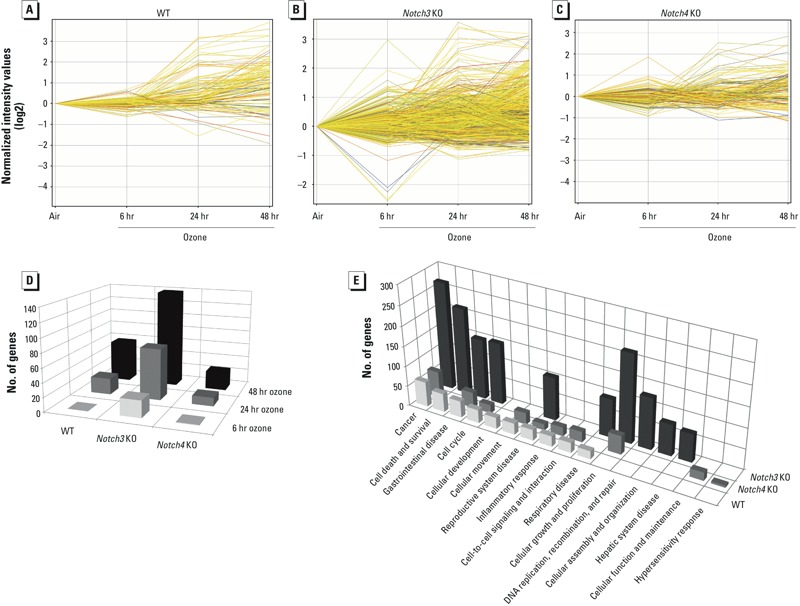
Gene expression microarray from whole-lung homogenates identified differentially expressed genes after exposure to ozone. KO, knockout. (*A*) In WT mice, 116 transcripts were differentially expressed at at least one time point after exposure to ozone compared with air. (*B*) In *Notch3^–/–^* mice, 739 transcripts were differentially expressed at at least one time point after ozone compared with air. (*C*) In *Notch4^–/–^* mice, 155 transcripts were differentially expressed at at least one time point after ozone compared with air. *p* < 0.05, ANOVA with Tukey’s HSD post hoc test and Benjamini-Hochberg multiple testing correction. (*D*) Number of significantly differentially expressed genes after ozone compared with air. (*E*) Top 10 significant biological functions from Ingenuity Pathway Analysis and numbers of differentially expressed genes in each category.

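Counted over the 3 exposure times, limma called 863 probe sets in WT mice (637 higher, 226 lower), 2001 in *Notch3-/-* mice and 1275 in *Notch4-/-* mice (1055 higher, 220 lower). Each group of 3 mice was compared with the air mice of the same genotype, with Benjamini-Hochberg adjustment within each time. In *Notch3-/-* mice 1228 were higher and 774 lower, 1 of them at different times. Among WT falls, *Thbs3*, a thrombospondin of the extracellular matrix, decreased by 1.92 (SE 0.21, adjusted p = 3.8e-06) after 48 hr. *Igfbp3*, which binds insulin-like growth factors, decreased by 1.61 (SE 0.22, adjusted p = 5e-05). *Thbs3* decreased by 1.14 in *Notch4-/-* mice (SE 0.21, adjusted p = 0.0036), a call lost at -1.12 when *Notch4-/-* air replicates 1 and 2 are left out, with 1 air mouse remaining. *Acaa1b*, a peroxisomal thiolase of fatty acid oxidation, decreased by 1.30 (SE 0.25, adjusted p = 0.0021) in *Notch3-/-* mice after 48 hr. *Rgs16*, a regulator of G-protein signaling, rose by 2.56 (SE 0.27, adjusted p = 1.5e-06) in WT mice. The WT count was 558 without WT air replicate 1. It was 537 without WT ozone 48 hr replicate 1. The *Notch3-/-* count was 833 and 1196 without *Notch3-/-* air replicates 1 and 2. It was 1313 without *Notch3-/-* ozone 24 hr replicate 3. The *Notch4-/-* count was 582, 2557 and 249 without *Notch4-/-* air replicates 1, 2 and 3. It was 797 without *Notch4-/-* ozone 24 hr replicate 2. With *Notch4-/-* air replicates 1 and 2 left out together, the *Notch4-/-* count was 4038, where replicate 3 is the only air mouse, the spread comes from the other groups, and that mouse's own deviation enters every change.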

To identify differential gene expression after ozone, we normalized transcripts to air exposure within each genotype. 

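In WT mice after 6 hr no probe set passed in limma, and 3674 of 45037 had an unadjusted p under 0.05. With the methods' ANOVA and Tukey test 144 passed, with array weights 62, with adjustment over all comparisons together 70, and 51 passed without WT air replicate 1. After 24 hr, 47 passed in WT mice (42 higher, 5 lower), and after 48 hr 850 passed (627 higher, 223 lower). *Adamts4*, a protease of the extracellular matrix, rose after 24 hr by 2.45 (SE 0.29, adjusted p = 5.7e-05). *Krtap17-1*, a keratin-associated protein, fell by 1.56 (SE 0.23, adjusted p = 0.00095). After 48 hr *Cldn4*, a tight junction claudin, rose by 1.53 (SE 0.28, adjusted p = 0.0018). *Klf11*, a transcription factor, fell by 1.11 (SE 0.19, adjusted p = 0.0011). Of the 15 measured cholesterol synthesis genes, 4 rose in WT mice after 48 hr (9 adjusted over the list alone), with adjusted p = 7.4e-10 by camera and adjusted p = 0.011 with an estimated correlation. *Cyp51*, which demethylates lanosterol, rose by 0.99 (SE 0.19, adjusted p = 0.0023). *Cyp51* was also called in *Notch3-/-* mice after 24 and 48 hr and in *Notch4-/-* mice after 48 hr. In *Notch4-/-* mice, 3 probe sets passed after 6 hr (2 higher, 1 lower), 625 after 24 hr (518 higher, 107 lower) and 790 after 48 hr (668 higher, 122 lower). *Saa1*, a serum amyloid A gene of the acute phase, rose after 24 hr by 2.38 (SE 0.28, adjusted p = 4.9e-05). *Chrna7*, the alpha 7 nicotinic acetylcholine receptor, rose by 2.43 (SE 0.38, adjusted p = 0.0014). *Nr1d1*, a repressor of the circadian clock, fell by 0.97 (SE 0.17, adjusted p = 0.0042). Of 17 clock genes, 3 rose and 4 fell (3 and 6 adjusted over the list alone), with adjusted p = 0.026 by camera and adjusted p = 0.44 with an estimated correlation. In *Notch3-/-* mice 1 rose and 4 fell after 24 hr (1 and 5 over the list alone), with adjusted p = 0.22 by camera and adjusted p = 0.67 with an estimated correlation. After 48 hr *Tshb*, the beta subunit of thyroid-stimulating hormone, rose by 3.45 (SE 0.32, adjusted p = 8.8e-07). Its level in the same *Notch4-/-* air mice differed from WT air by -1.69 (SE 0.32, adjusted p = 0.0068), a call lost without WT air replicate 3 or *Notch4-/-* air replicate 1, and the response difference from WT at 48 hr was 2.48 (SE 0.46, adjusted p = 0.16). *Clec3b*, the plasminogen-binding protein tetranectin, fell by 1.16 (SE 0.17, adjusted p = 0.00037). With the arrays quantile normalized once more, the higher share of WT calls after 24 hr was 76.5% in place of 89.4%. That of *Notch4-/-* calls after 6 hr was 52.9% in place of 66.7%. The WT share after 24 hr was 56.3% with array weights and 65.2% with the methods' ANOVA and Tukey test. It was 92.5% with each array centred on its median. The WT count after 24 hr was 30 without WT air replicate 2. It was 24 and 22 without WT ozone 24 hr replicates 2 and 3. The WT count after 48 hr was 501 without WT air replicate 1. It was 520 without WT ozone 48 hr replicate 1. The *Notch4-/-* count after 6 hr was 0 and 6 without *Notch4-/-* air replicates 2 and 3. It was 0, 0 and 0 without *Notch4-/-* ozone 6 hr replicates 1, 2 and 3. After 24 hr the *Notch4-/-* count was 231, 2002 and 45 without *Notch4-/-* air replicates 1, 2 and 3. It was 82 and 366 without *Notch4-/-* ozone 24 hr replicates 2 and 3. After 48 hr the *Notch4-/-* count was 418 and 216 without *Notch4-/-* air replicates 1 and 3. It was 462 and 473 without *Notch4-/-* ozone 48 hr replicates 1 and 2.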

In WT and *Notch4^–/–^* mice, ANOVA modeling found the majority of differentially expressed gene transcripts after 24–48 hr ozone (Figure 4D). Across all time points, the greatest number of ozone-responsive transcripts was found in *Notch3^–/–^* mice (Figure 4D). 

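In *Notch3-/-* mice, 72 probe sets passed after 6 hr ozone (29 higher, 43 lower), 1223 after 24 hr (620 higher, 603 lower) and 1109 after 48 hr (871 higher, 238 lower; 3 mice per group). After 6 hr, *Mex3b*, an RNA-binding protein, fell by 1.18 (SE 0.16, adjusted p = 0.00021). *Hddc3*, a nucleotide hydrolase, rose by 1.72 (SE 0.23, adjusted p = 0.00025), a call that did not pass with quantile normalization once more or with only the *Notch3-/-* arrays in the fit. Of 21 measured NRF2 antioxidant genes, 9 rose and 1 fell after 24 hr (13 and 2 adjusted over the list alone), with adjusted p = 2.3e-11 by camera and adjusted p = 0.033 with an estimated correlation. *Gclc*, the catalytic subunit of glutathione synthesis, rose by 1.79 (SE 0.22, adjusted p = 1.9e-05), and *Gpx2*, a glutathione peroxidase, by 1.36 (SE 0.26, adjusted p = 0.0033). *Slc26a4*, the anion exchanger pendrin, rose by 2.88 (SE 0.34, adjusted p = 1e-05), and *Ch25h*, which makes 25-hydroxycholesterol, by 2.52 (SE 0.25, adjusted p = 1.1e-06). *Tril*, an accessory protein of Toll-like receptors, fell by 1.17 (SE 0.22, adjusted p = 0.0033). Of 33 genes of TLR, IL-1 receptor and NF-kB signaling, 6 rose after 24 hr (10 higher and 3 lower adjusted over the list alone), with adjusted p = 0.00014 by camera and adjusted p = 0.04 with an estimated correlation. *Cd14*, the endotoxin co-receptor, rose by 1.34 (SE 0.21, adjusted p = 0.00077). Skeletal muscle markers had a median change of -1.52 log2 after 24 hr. Of 8 such genes 0 passed (3 lower adjusted over the list alone), with adjusted p = 0.0072 by camera and adjusted p = 0.45 with an estimated correlation. A test of the difference between the *Notch3-/-* and WT ozone responses passed for 4 probe sets at 6 hr, 2 at 24 hr and 1 at 48 hr. That total of 7 was 500 with array weights and 9 with quantile normalization once more. It was 5 with only the arrays of these genotypes and 2 with an intensity trend and robust prior. In the methods' ANOVA the interaction of genotype and exposure, over all genotypes and exposures, passed for 20 probe sets. The root mean square log2 change over all probe sets, with the error variance taken off, was 0.173 in *Notch3-/-* and 0.103 in WT mice after 6 hr, 0.252 and 0.178 after 24 hr, and 0.176 and 0.176 after 48 hr. With each array centred on its median, 60.8% of the 24 hr calls were higher in place of 50.7%, and 48.5% of the 6 hr calls in place of 40.3%. With quantile normalization once more it was 21.5% of the 6 hr calls. With only the *Notch3-/-* arrays in the fit it was 70.4% of the 24 hr and 52.6% of the 6 hr calls. With array weights it was 46.8% and 37.7%. The count after 6 hr was 41, 21 and 13 without *Notch3-/-* air replicates 1, 2 and 3. It was 28 and 114 without *Notch3-/-* ozone 6 hr replicates 1 and 2. The count after 24 hr was 382, 764 and 614 without *Notch3-/-* air replicates 1, 2 and 3. It was 500, 677 and 347 without *Notch3-/-* ozone 24 hr replicates 1, 2 and 3. The count after 48 hr was 560 and 636 without *Notch3-/-* air replicates 1 and 2. It was 641 and 586 without *Notch3-/-* ozone 48 hr replicates 1 and 2.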

Relative to WT, seven biological function categories identified by Ingenuity Pathway Analysis were similar in *Notch4^–/–^* mice and three (cellular growth and proliferation, cellular function and maintenance, and hypersensitivity response) were unique to *Notch4^–/–^* (Figure 4E; see also Supplemental Material, Table S3). The biological function categories in *Notch3^–/–^* mice diverged from WT and *Notch4^–/–^*. 

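DNA replication and repair genes rose in WT and *Notch3-/-* mice after 48 hr ozone. Of 30 measured genes of the list, 20 rose in WT mice (26 adjusted over the list alone), with adjusted p = 7.2e-39 by camera and adjusted p = 0.0047 with an estimated correlation. In *Notch3-/-* mice 26 rose (27 over the list alone), with adjusted p = 2.7e-42 by camera and adjusted p = 0.0039 with an estimated correlation. In *Notch4-/-* mice 7 rose (18 over the list alone), with adjusted p = 1.6e-14 by camera and adjusted p = 0.1 with an estimated correlation. *Rrm2*, a subunit of ribonucleotide reductase, rose by 1.65 (SE 0.32, adjusted p = 0.0027) in WT and 1.98 (SE 0.32, adjusted p = 0.00028) in *Notch3-/-* mice (3 mice per group). *Cdc6*, which loads the replicative helicase, rose by 1.81 (SE 0.23) in WT and 1.77 (SE 0.23) in *Notch3-/-* mice. *Tk1*, a thymidine kinase, rose by 2.02 (SE 0.30) and 1.93 (SE 0.30). *Brca1*, which acts in DNA repair, rose by 1.92 (SE 0.27, adjusted p = 6.7e-05) in *Notch3-/-* mice. After 24 hr 0 and 0 members passed in WT and *Notch3-/-* mice (0 and 0 adjusted over the list alone). Camera gave adjusted p = 1.2e-07 and 3.3e-06 and adjusted p = 0.38 and 0.4 with an estimated correlation. For the difference between the *Notch3-/-* and WT responses at 48 hr, 0 members passed (0 over the list alone). The median was 0.14 log2, and camera gave adjusted p = 0.033, against adjusted p = 0.85 with an estimated correlation.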

Although six categories were in common with WT and *Notch3^–/–^*, three categories (DNA replication, recombination, and repair; cellular assembly and organization; and hepatic system disease) were unique to *Notch3^–/–^* mice (Figure 4E; see also Supplemental Material, Table S3). 

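After 48 hr ozone, mitosis genes rose in WT and *Notch3-/-* mice, and fewer of them passed in *Notch4-/-* mice. Of 30 measured mitosis genes, 24 rose in WT (24 adjusted over the list alone), 25 in *Notch3-/-* (26 over the list alone) and 9 in *Notch4-/-* mice (24 over the list alone). Camera gave adjusted p = 7e-44, 2.8e-41 and 1.7e-14 and adjusted p = 0.0047, 0.0047 and 0.12 with an estimated correlation. *Cep55*, a protein of cytokinesis, rose by 3.00 (SE 0.41, adjusted p = 6.3e-05) in WT and 3.11 (SE 0.41, adjusted p = 4.1e-05) in *Notch3-/-* mice (3 mice per group). *Cdk1* rose by 2.57 (SE 0.36) and 2.51 (SE 0.36). For the *Notch4-/-* minus WT difference of the 48 hr responses, 0 mitosis genes passed (0 over the list alone). The median was -0.56, and camera gave adjusted p = 5.2e-15, against adjusted p = 0.61 with an estimated correlation. In the same *Notch4-/-* air mice that enter this difference, mitosis genes had a median of 0.87 above WT air. After 24 hr, *Notch3-/-* and *Notch4-/-* mice shared 135 higher calls (7.1 for independent lists, which leave out the shared estimate of spread) and 16 lower calls (1.4), and 1 call had opposite directions. The Pearson correlation of their log2 changes across all 45037 probe sets, which are not independent replicates, was -0.0697. After 48 hr they shared 352 higher calls (12.9) and 33 lower calls (0.6), with a correlation of 0.542. In the test of the *Notch4-/-* minus WT response, limma called 0 probe sets at 6 hr, 0 at 24 hr and 1 at 48 hr, with 1393, 2366 and 1480 at an unadjusted p under 0.05. That total of 1 was 2 and 2 without *Notch4-/-* air replicates 2 and 3. It was 2 and 2 without *Notch4-/-* ozone 24 hr replicates 2 and 3. It was 7 without *Notch4-/-* ozone 48 hr replicate 2. With array weights the total was 25, and it was 0 with only the arrays of these genotypes, with quantile normalization once more, or with an intensity trend and robust prior.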

Although the inflammatory cell phenotypes of *Notch3^–/–^* and *Notch4^–/–^* mice were nearly identical, the greater number of differentially expressed transcripts in each biological function, and the greater diversity of transcripts in *Notch3^–/–^* mice are consistent with the hypothesis that mechanisms for protective effects of *Notch3* against ozone-induced inflammation differ from those of *Notch4*.

EPIG was used to further understand the expression patterns that underlie the mechanistically different protective effects of *Notch3* and *Notch4*. 

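Pattern extraction by EPIG was not rerun here. In its place, the 27 log2 ratios of the ozone arrays to the mean air level of their genotype were correlated with step templates fixed in advance. A probe set followed a template at a Pearson r of at least 0.8, a group mean of at least 0.5 log2 and a signal-to-noise ratio of at least 2.5 (3 mice per group). A step up or down at a single time in a single genotype was followed by 0 to 2 probe sets for every such template except the fall at 6 hr in *Notch3-/-* mice, which 6 followed. For a step at all times in a single genotype, 1 probe set rose and 4 fell in WT mice, 6 rose and 21 fell in *Notch3-/-* mice, and 7 rose and 4 fell in *Notch4-/-* mice. Such templates share the 3 air mice of a genotype at all times. With the mean of all 9 air arrays as the baseline, 59 probe sets followed the rise and 54 the fall at all times in WT mice. In *Notch3-/-* mice it was 3 and 8, and in *Notch4-/-* mice 6 and 6. That baseline mixes the genotypes, so a level that differs between genotypes in air also counts as a rise or fall. These counts are thus not of ozone changes alone.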

After normalization to respective air-exposed controls, EPIG identified in WT, *Notch3^–/–^*, and *Notch4^–/–^* mice 19 distinct patterns of gene expression with 1,723 coexpressed transcripts (Figure 5A; see also Supplemental Material, Figure S1). The number of transcripts in each pattern ranged from 12 (pattern 19) to 281 (pattern 16) (see Supplemental Material, Table S4).

**Figure 5:**
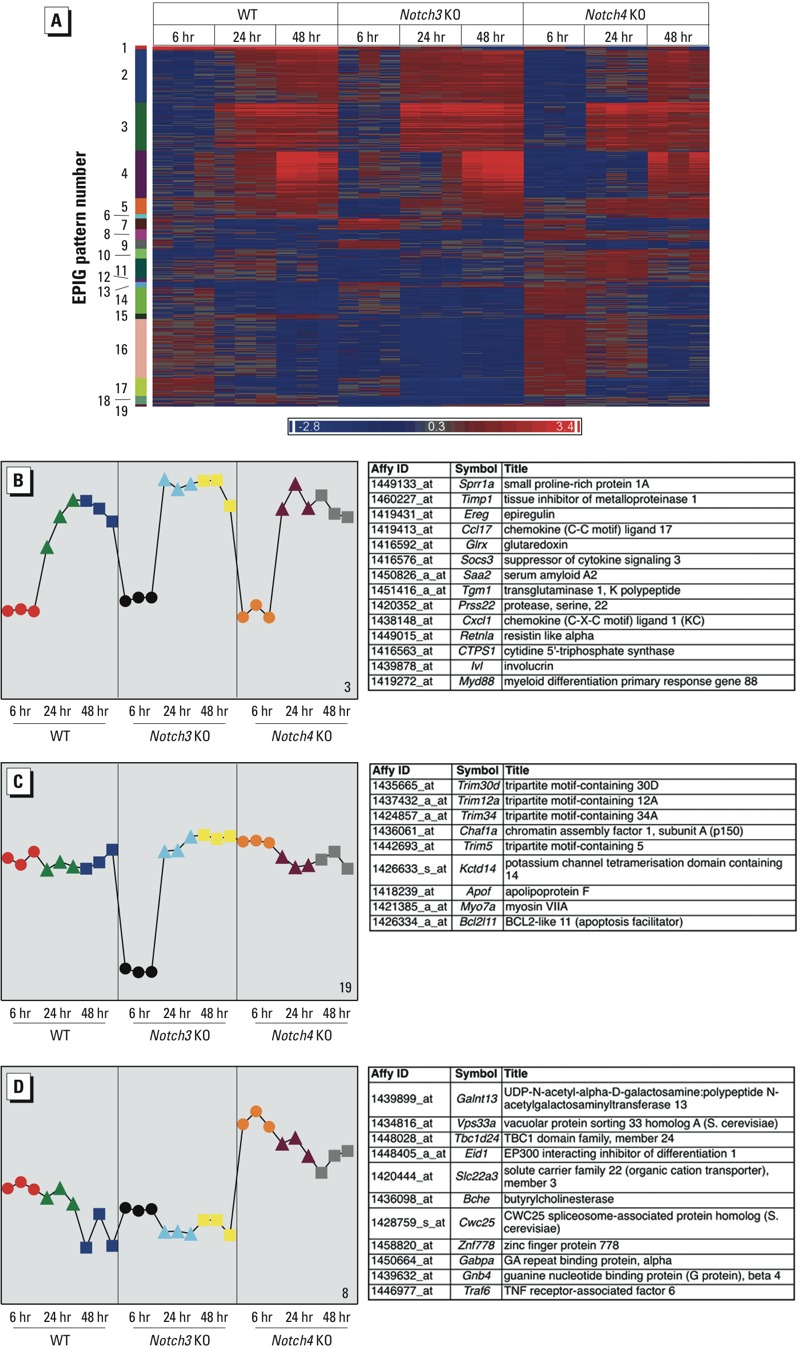
Pattern analysis of transcript expression using EPIG (extracting microarray gene expression patterns and identifying coexpressed genes)–identified candidate genes. KO, knockout. (*A*) Heat map of 1,723 transcripts that fit in 19 patterns (labeled numerically) identified by EPIG (see Supplemental Material, Table S4, for full list of genes in all patterns). Red and blue colors correspond to up‑ and down-regulated genes, respectively. Transcripts are colored by fold change relative to respective air controls. (*B*) Pattern 3 represents transcripts that increased after 24 (triangles) or 48 (squares) hr ozone exposure in all genotypes (232 transcripts; top 14 most significant are shown on right). (*C*) Pattern 19 represents transcripts that decreased after 6 hr (circles) ozone only in *Notch3^–/–^* mice (12 transcripts, top 9 shown on right). (*D*) Pattern 8 represents transcripts that change only in *Notch4^–/–^* mice. These transcripts increased after ozone at all time points (50 transcripts, top 11 shown on right). In (*B–D*), the colors of symbols******represent the nine groups of samples, and profiles represent the average of the top 6 gene probe set profiles within the respective pattern. The *y*‑axes indicate the changes in gene expression (log2 intensity) relative to air-exposed controls.

We prioritized further analysis of three transcript patterns to profile ozone-responsive transcripts common to all three genotypes (pattern 3), or unique to *Notch3* and *Notch4* (patterns 19 and 8) (Figure 5B–5D). 

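A step up at 24 and 48 hr in all genotypes was followed by 172 probe sets. They include *Timp1*, an inhibitor of matrix metalloproteinases, which rose in WT mice by 3.12 (SE 0.38, adjusted p = 5.7e-05) after 24 hr and 3.59 (SE 0.38, adjusted p = 1.8e-06) after 48 hr (3 mice per group). *Sprr1a*, a cornified envelope protein, rose by 3.90 (SE 0.46, adjusted p = 1.2e-05) in WT mice after 48 hr, 3.11 (SE 0.46) in *Notch3-/-* mice and 2.35 (SE 0.46) in *Notch4-/-* mice. *Saa3*, a serum amyloid A gene, is the name here of a probe set that Figure 5B prints as another. It rose by 3.27 (SE 0.47), 2.72 (SE 0.47) and 2.54 (SE 0.47) in WT, *Notch3-/-* and *Notch4-/-* mice. These calls of *Timp1*, *Sprr1a* and *Saa3* did not pass with an intensity trend and robust prior in limma. Centred values leave that trend no intensity to follow, so the setting decides nothing about them. The *Notch4-/-* calls also did not pass with only the *Notch4-/-* arrays in the fit. The *Sprr1a* call in *Notch4-/-* mice did not pass without *Notch4-/-* air replicate 3. *Ccl17*, a chemokine that attracts CCR4-bearing T cells, rose after 24 hr by 1.80 (SE 0.18), 2.07 (SE 0.18) and 1.07 (SE 0.18). Of the 14 probe sets that Figure 5B prints, chosen in the study on these same arrays, 13 follow the template, all but *Retnla*. The template count was 377 at an r of at least 0.7, 32 at an r of at least 0.9, and 66 with a group mean of at least 1 log2.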

Pattern 3 consisted of transcripts that increased after 24 and 48 hr ozone in all mice (Figure 5B; see also Supplemental Material, Table S4). 

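Of 32 chemokine and cytokine genes, all measured, 6 rose in WT mice after 24 hr ozone (15 adjusted over the list alone), 16 in *Notch3-/-* mice (18 over the list alone) and 13 in *Notch4-/-* mice (19 over the list alone; 3 mice per group). After 48 hr 11, 13 and 10 rose (16, 17 and 17 over the list alone). *Il6*, a cytokine that drives the acute phase, rose after 24 hr by 2.48 (SE 0.39, adjusted p = 0.0015) in WT, 3.58 (SE 0.39, adjusted p = 3.1e-06) in *Notch3-/-* and 3.07 (SE 0.39, adjusted p = 1e-04) in *Notch4-/-* mice. *Cxcl3*, a neutrophil-attracting chemokine, rose by 2.32 (SE 0.32), 3.42 (SE 0.32) and 2.53 (SE 0.32). *Cxcl5*, of the same family, rose after 24 hr by 3.44 (SE 0.59, adjusted p = 0.0014) in *Notch3-/-* mice and 3.27 (SE 0.59, adjusted p = 0.0045) in *Notch4-/-* mice. The *Notch4-/-* call did not pass without *Notch4-/-* air replicate 3 or with only the *Notch4-/-* arrays in the fit. *Cxcl5* was also called in WT mice after 48 hr, and its probe set follows the step up at 24 and 48 hr in all genotypes. Camera gave adjusted p = 1.1e-18, 6.2e-21 and 1.3e-14 after 24 hr for the list, and 0.00064, 0.00032 and 0.0034 with an estimated correlation, all adjusted p-values over the 35 lists. After 48 hr camera gave adjusted p = 1e-16, 2.8e-15 and 1.6e-14, and 0.0016, 0.0025 and 0.006 with an estimated correlation.

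**Figure D2:**
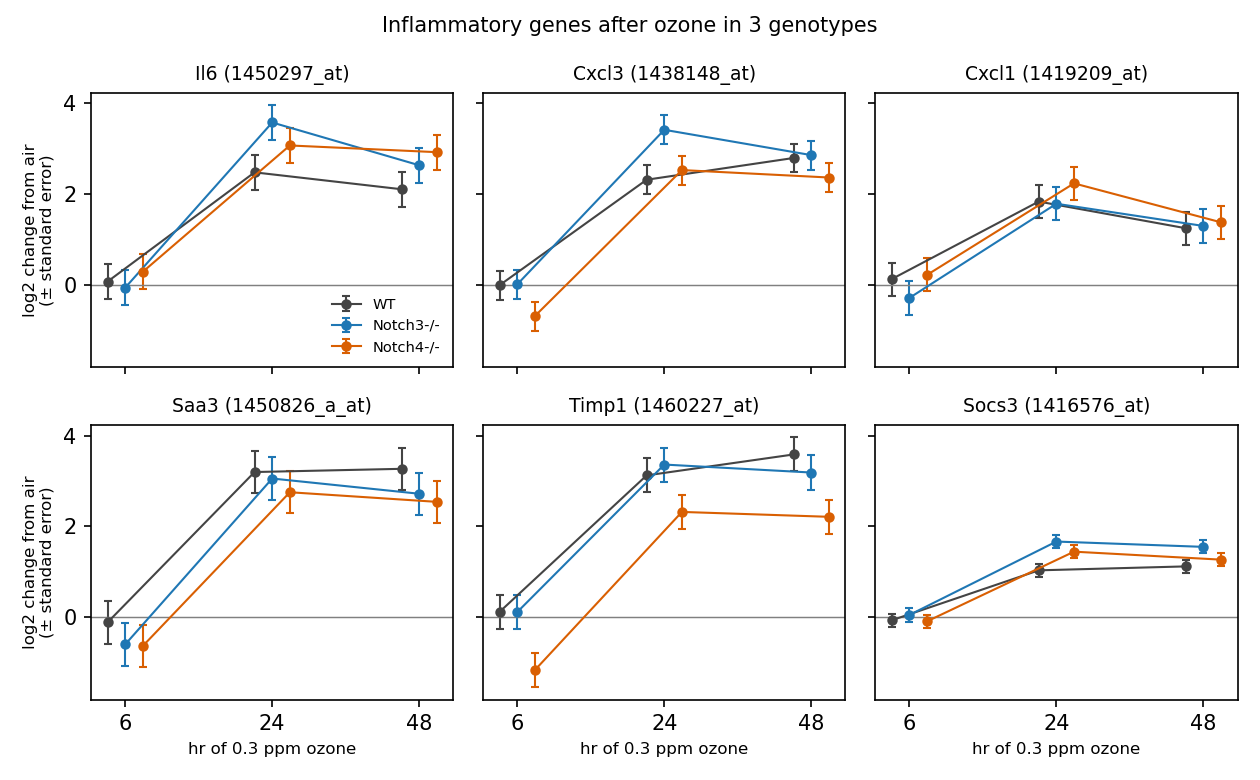
Log2 change from air (vertical axis) of *Il6*, *Cxcl3*, *Cxcl1*, *Saa3*, *Timp1* and *Socs3* after 6, 24 and 48 hr ozone (horizontal axis) in WT, *Notch3-/-* and *Notch4-/-* mice. Points are limma estimates from 3 mice per group, bars are 1 SE either side, and lines join the times of a genotype. *Il6* after 24 hr lies at 2.48 in WT, 3.58 in *Notch3-/-* and 3.07 in *Notch4-/-* mice.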

The top significant gene ontology (GO) enrichment categories of these ozone-responsive genes included G protein-coupled receptor binding, chemokine and cytokine activity, and chemokine receptor binding (see Supplemental Material, Table S4). 

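*Socs3*, a feedback inhibitor of cytokine signaling, rose after 24 hr ozone in WT mice by 1.03 (SE 0.14, adjusted p = 0.00047), in *Notch3-/-* mice by 1.66 (SE 0.14, adjusted p = 1e-07) and in *Notch4-/-* mice by 1.44 (SE 0.14, adjusted p = 5.1e-06) (3 mice per group). After 48 hr it rose by 1.12, 1.55 and 1.26 (SE 0.14 each). *Myd88*, the adaptor of Toll-like and IL-1 receptors, rose in *Notch3-/-* mice by 0.61 (SE 0.11, adjusted p = 0.0033) after 24 hr and 0.54 (SE 0.11, adjusted p = 0.0062) after 48 hr. In *Notch4-/-* mice *Myd88* rose by 0.72 (SE 0.11, adjusted p = 0.0014) and 0.60 (SE 0.11, adjusted p = 0.0043). In WT mice *Myd88* had a change of 0.36 (SE 0.11, adjusted p = 0.39) after 24 hr and 0.42 (SE 0.11, adjusted p = 0.053) after 48 hr. The WT value after 48 hr passed with the methods' ANOVA and Tukey test, with quantile normalization once more, with each array centred on its median, with only single-symbol probe sets in the fit, and without WT air replicate 2. The *Notch4-/-* calls did not pass with only the *Notch4-/-* arrays in the fit, nor the one after 48 hr without *Notch4-/-* air replicate 3. *Cxcl1*, a chemokine for neutrophils, had a change after 24 hr of 1.84 (SE 0.36, adjusted p = 0.032) in WT mice, a call that did not pass when any of the 6 arrays compared was left out. It rose by 1.79 (SE 0.36, adjusted p = 0.0072) in *Notch3-/-* and 2.24 (SE 0.36, adjusted p = 0.0017) in *Notch4-/-* mice. After 48 hr the *Cxcl1* values were 1.25 (SE 0.36, adjusted p = 0.079) in WT, 1.30 (SE 0.36, adjusted p = 0.053) in *Notch3-/-* and 1.38 (SE 0.36, adjusted p = 0.046) in *Notch4-/-* mice. The WT value passed with only the WT arrays in the fit. The *Notch3-/-* value passed with array weights, with each array centred on its median, with only single-symbol probe sets and without *Notch3-/-* ozone 48 hr replicate 3. The *Notch4-/-* call did not pass when any of its 6 arrays was left out.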

Included in pattern 3 are genes known to be associated with ozone-induced inflammation, such as *Socs3* (Backus et al. 2010), *Myd88* (Bauer et al. 2011), and *Cxcl1* (Lazaar et al. 2011).

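A step down at 6 hr in *Notch3-/-* mice and in no other group was followed by 6 probe sets. Of these, 4 carry the names of tripartite motif genes, *Trim30d*, *Trim12a*, *Trim34a* and *Trim5*, and the others have no single gene symbol here. In the 3 *Notch3-/-* mice after 6 hr, the *Trim34a* probe set among them lay at -4.07, -4.53 and -3.54, against -0.55, 0.54 and 0.64 in *Notch3-/-* air replicates 1, 2 and 3. Of the probe sets without a single symbol, the one that Figure 5C prints as Chaf1a fell by 2.52 (SE 0.24, adjusted p = 5.3e-07). Of the 9 probe sets printed in Figure 5C, chosen in the study on these same arrays, 5 follow the template. The template count was 15 at an r of at least 0.7 and 3 with the mean of all 9 air arrays as the baseline.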

Pattern 19 profiles transcripts that decreased after 6 hr ozone only in *Notch3^–/–^* mice (Figure 5C). These *Notch3^–/–^*–specific transcripts included tripartite motif containing genes (Trim) *Trim30*, *Trim12a*, *Trim5*, and *Trim6-Trim34*. 

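*Trim30d* fell in *Notch3-/-* mice after 6 hr ozone, by a log2 change of -4.58 (SE 0.19, adjusted p = 7.9e-16), and *Trim12a* by -4.69 (SE 0.22, adjusted p = 1.6e-14). The change of *Trim34a* was -4.26 (SE 0.23, adjusted p = 6.6e-13) (3 mice per group). *Trim5* fell by 1.76 (SE 0.27, adjusted p = 0.0026), a call that did not pass without *Notch3-/-* air replicate 3, with only the *Notch3-/-* arrays in the fit or with the methods' test. The difference between the *Notch3-/-* and WT responses at 6 hr was -4.53 (SE 0.26, adjusted p = 9.4e-12) for *Trim30d*, -4.58 (SE 0.31, adjusted p = 2.3e-10) for *Trim12a* and -4.03 (SE 0.33, adjusted p = 1.4e-08) for *Trim34a*. It was -1.62 for *Trim5* (SE 0.39, adjusted p = 0.57), which passed without *Notch3-/-* air replicate 1. With an intensity trend and robust prior, the response differences of the first 3 and the 6 hr calls of *Trim30d* and *Trim12a* did not pass. That setting decides nothing here, because centred values hold no intensity. Other probe sets of these genes gave other values at 6 hr in *Notch3-/-* mice, -0.97 (adjusted p = 0.011) for another of *Trim30d*, -0.29 (adjusted p = 0.49) for another of *Trim12a* and 1.25 (adjusted p = 0.025) for another of *Trim34a*. The *Trim30d* value of these did not pass without *Notch3-/-* air replicate 2 or 3 or ozone 6 hr replicate 1. The *Trim34a* value passed, of the arrays left out in turn, only without *Notch3-/-* ozone 6 hr replicate 2. *Trim30d*, *Trim12a*, *Trim34a* and *Trim5* lie on chromosome 7. *Trim30a* had a change of -0.62 (SE 0.21, adjusted p = 0.25). The paper's text writes Trim30 without saying which of these genes its inflammasome proposal concerns. In air, the *Trim30d* probe set that fell lay at -0.78 in *Notch3-/-* replicate 1 and at 0.06 and 0.32 in replicates 2 and 3, and in WT mice at -0.94, -0.65 and -0.94. Of the 12 measured inflammasome genes, 0 rose and 0 fell in *Notch3-/-* mice at 6 hr (1 and 1 adjusted over the list alone). After 24 hr 2 rose (2 over the list alone), with adjusted p = 0.17 by camera and adjusted p = 0.68 with an estimated correlation.

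**Figure D3:**
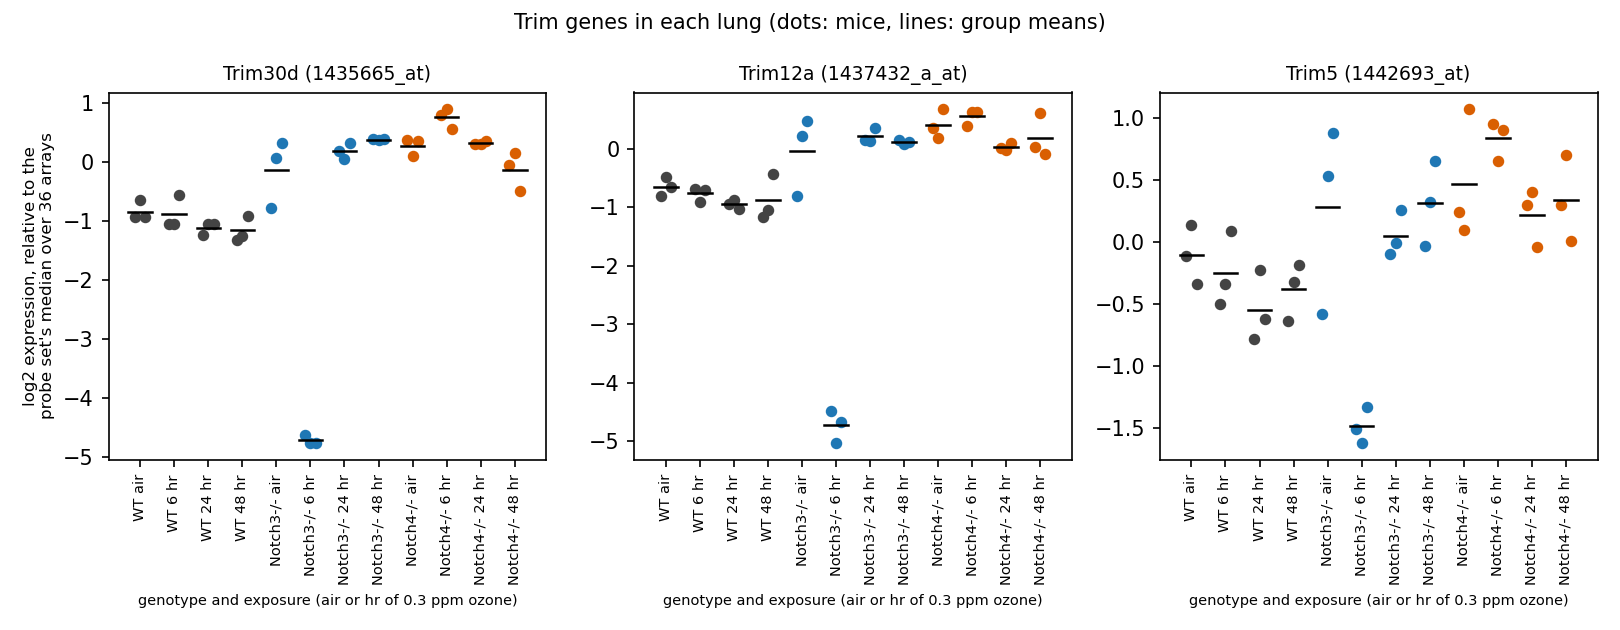
Log2 level of 1 probe set each of *Trim30d*, *Trim12a* and *Trim5* relative to each probe set's median over the 36 arrays, on the vertical axis, in the 12 groups on the horizontal axis. Each dot is 1 mouse and each line a group mean. The 3 *Notch3-/-* mice exposed for 6 hr lie between -4.76 and -4.63 for *Trim30d* and between -5.03 and -4.48 for *Trim12a*.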

Trim30 was recently described as a negative regulator of the inflammasome (Hu et al. 2010), a protein complex important for release of mature inflammatory cytokines IL-1β and IL-18 that is activated by a number of stimuli, including oxidant stress. Ozone causes oxidative stress, and Feng et al. (2012) showed that targeted deletion of various inflammasome components protects against ozone-induced lung inflammation. Thus, decreased expression of *Trim30* specifically in *Notch3^–/–^* mice may lead to increased inflammasome activation and enhanced ozone-induced lung inflammation.

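A step up at all times in *Notch4-/-* mice and in no other genotype was followed by 7 probe sets, those of H2bc18, Ccdc112, C730049O14Rik, *Galnt13*, Gm19345, Slc22a15 and *Tbc1d24*. *Galnt13*, which starts mucin-type O-glycans, had a change in *Notch4-/-* mice of 0.77 (SE 0.13, adjusted p = 0.048) after 6 hr, 0.39 (SE 0.13, adjusted p = 0.11) after 24 hr and 0.38 (SE 0.13, adjusted p = 0.14) after 48 hr (3 mice per group). The 6 hr call did not pass when any of its 6 arrays was left out. *Tbc1d24*, a protein of vesicle traffic, had a change of 0.51 (SE 0.10, adjusted p = 0.076), 0.46 (SE 0.10, adjusted p = 0.016) and 0.42 (SE 0.10, adjusted p = 0.022). Over the 7 probe sets, *Notch4-/-* mice lay at a median of -0.36 log2 relative to the other genotypes in air (SD 0.27, lower for 6 of 7) and 0.13 in ozone (SD 0.22, higher for 7 of 7). Over the 11 probe sets of Figure 5D, chosen in the study on these same arrays, of which 2 follow the template, the values were -0.44 in air (SD 0.29) and 0.13 in ozone (SD 0.22). The template count was 14 and 3 without WT air replicates 1 and 2. It was 11 without WT ozone 48 hr replicate 2. It was 21 and 44 without *Notch4-/-* air replicates 1 and 2. It was 4 without *Notch4-/-* ozone 24 hr replicate 2. With *Notch4-/-* air replicates 1 and 2 left out together it was 901, where the baseline is replicate 3 alone, so that a low value in this 1 mouse counts as a rise at all times. It was 38 at an r of at least 0.7, and 0 at an r of at least 0.9 or with a group mean of at least 1 log2.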

Pattern 8 consisted of transcripts that increased after ozone exposure at all time points only in *Notch4^–/–^* mice (Figure 5D). These transcripts are significantly enriched for GO category positive regulation of immune system processes (see Supplemental Material, Table S4); half of the identified genes in pattern 8 are expressed by at least one type of inflammatory cell and nine genes are expressed by stem cells (BioGPS database; http://www.biogps.org). 

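*Traf6*, an adaptor in IL-1 receptor and TLR signaling, had changes in *Notch4-/-* mice, by the probe set that stands for the gene here, of 0.10 (SE 0.14, adjusted p = 0.85) after 6 hr ozone, 0.33 (SE 0.14, adjusted p = 0.22) after 24 hr and 0.37 (SE 0.14, adjusted p = 0.22) after 48 hr (3 mice per group). The 48 hr value passed without *Notch4-/-* ozone 48 hr replicate 3. The other *Traf6* probe sets passed in no *Notch4-/-* ozone comparison. A probe set printed in Figure 5D as *Traf6* and without a single gene symbol here had changes of 0.29 (SE 0.10, adjusted p = 0.3), 0.29 (SE 0.10, adjusted p = 0.13) and 0.27 (SE 0.10, adjusted p = 0.22), which passed with array weights. Its level in the same *Notch4-/-* air mice differed from WT air by -0.44 (SE 0.10, adjusted p = 0.043). Over all exposures the difference from WT was -0.13 (SE 0.05, adjusted p = 0.15). Of 33 measured genes of TLR, IL-1 receptor and NF-kB signaling, 4 rose in *Notch4-/-* mice after 24 hr (11 higher and 1 lower adjusted over the list alone), with adjusted p = 0.004 by camera and adjusted p = 0.24 with an estimated correlation. After 48 hr 2 rose (10 higher over the list alone), with adjusted p = 0.00038 by camera and adjusted p = 0.076 with an estimated correlation. Among them *Tlr2*, a receptor for bacterial lipoproteins, rose after 48 hr by 1.00 (SE 0.15, adjusted p = 0.00053) in *Notch4-/-* mice, 1.07 (SE 0.15, adjusted p = 9.4e-05) in *Notch3-/-* mice and 0.87 (SE 0.15, adjusted p = 0.0013) in WT mice.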

Transcripts included TNF receptor-associated factor 6 (*Traf6*), which is a unique member of the TNF receptor-associated factor family that signals through the IL-1 receptor and TLR superfamily and is not activated by the TNF receptor. Activation of TRAF6 induces NF-κB through IκB kinase (Deng et al. 2000). Increased expression of *Traf6* in *Notch4^–/–^* mice may explain the increase in NF-κB activation seen in these mice 48 hr after ozone exposure (Figure 1J). The role of TRAF6 in ozone-induced lung inflammation has not been identified; however, IL-1 and TLR receptors are known to be important. Therefore, *Notch4* deficiency may enhance ozone-induced inflammation by increasing *Traf6* expression, thereby increasing activation of NF-κB and the inflammatory sequelae.

Notch receptors and their ligands are known to induce differentiation of T-cell subsets (Amsen et al. 2004). Our gene expression analyses indicate that the absence of *Notch3* or *Notch4* caused differentially expressed genes involved in T-cell signaling. 

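Of 20 measured T cell genes, none passed in an ozone comparison of any genotype in limma (3 mice per group). Adjusted over the list alone, 4 fell in WT mice after 48 hr, with adjusted p = 5.6e-05 by camera and adjusted p = 0.11 with an estimated correlation. In *Notch3-/-* mice the list had a median change of -0.24 after 24 hr (0 higher and 0 lower over the list alone), with adjusted p = 0.0067 by camera and adjusted p = 0.34 with an estimated correlation. In *Notch4-/-* mice the median was -0.10 after 48 hr (0 higher and 0 lower over the list alone), with adjusted p = 0.028 by camera and adjusted p = 0.43 with an estimated correlation. Over all exposures, 2 of the list were lower in *Notch4-/-* than in WT mice (8 over the list alone), with adjusted p = 0.00072 by camera and adjusted p = 0.23 with an estimated correlation. These were *Cd28*, a costimulatory receptor, with a difference of -0.53 (SE 0.11, adjusted p = 0.0032), and *Bcl11b*, a transcription factor of T cell commitment, with -0.46 (SE 0.09, adjusted p = 0.0012). Of 18 genes of Th2 responses and alternative activation, 7 rose after 24 hr in *Notch3-/-* mice (7 over the list alone), with adjusted p = 4.6e-09 by camera and adjusted p = 0.0041 with an estimated correlation. In WT mice 3 rose (6 over the list alone), with adjusted p = 4.3e-06 by camera and adjusted p = 0.032 with an estimated correlation. In *Notch4-/-* mice 5 rose (8 higher and 1 lower over the list alone), with adjusted p = 0.0082 by camera and adjusted p = 0.33 with an estimated correlation. *Ccl22*, a ligand of the Th2 cell receptor CCR4, rose after 24 hr by 1.49 (SE 0.23, adjusted p = 0.0011) in WT and 1.30 (SE 0.23, adjusted p = 0.0017) in *Notch3-/-* mice. *Ccl22* was also called in *Notch4-/-* mice after 24 hr, and its probe set follows the step up at 24 and 48 hr in all genotypes.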

In *Notch4^–/–^* mice after ozone exposure, *Zap70* was up-regulated (see Supplemental Material, Table S4). 

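*Zap70*, the kinase of the T cell receptor, had a change in *Notch4-/-* mice of 0.47 (SE 0.14, adjusted p = 0.23) after 6 hr ozone, -0.12 (SE 0.14, adjusted p = 0.71) after 24 hr and 0.06 (SE 0.14, adjusted p = 0.91) after 48 hr against *Notch4-/-* air (3 mice per group). In WT mice the changes were -0.40, -0.22 and -0.43 (SE 0.14 each). The difference between the *Notch4-/-* and WT responses was 0.87 (SE 0.20, adjusted p = 1) at 6 hr.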

Zap70 is part of the T-cell receptor and is crucial for TCR signaling and development of CD8^+^ cells (Schim van der Loeff et al. 2014). In *Notch3^–/–^* mice, the ANOVA analysis indicated that *Il33* was up-regulated after 24 hr exposure to ozone, an inducer of Th2 cytokines (see Supplemental Material, Table S2). Therefore, it is possible that the absence of Notch3 or Notch4 signaling affects T-cell differentiation or development. 

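*Il33*, an alarmin cytokine of epithelial and endothelial cells, rose in *Notch3-/-* mice by 1.12 (SE 0.19, adjusted p = 0.0011) after 24 hr ozone and by 0.84 (SE 0.19, adjusted p = 0.0092) after 48 hr (3 mice per group). The 48 hr call did not pass without *Notch3-/-* ozone 48 hr replicate 2 or with only the *Notch3-/-* arrays in the fit. In WT mice the change was 0.70 (SE 0.19, adjusted p = 0.23) after 24 hr and 1.12 (SE 0.19, adjusted p = 0.00064) after 48 hr. In *Notch4-/-* mice it was 0.80 (SE 0.19, adjusted p = 0.027) after 24 hr and 0.94 (SE 0.19, adjusted p = 0.006) after 48 hr. Against the 1 air mouse that remains without *Notch4-/-* air replicates 1 and 2, the changes were 0.69 and 0.83 and did not pass. The *Notch4-/-* call after 24 hr also did not pass without air replicate 1 or 3 or ozone 24 hr replicate 2 or 3. The WT value after 24 hr passed with array weights and with the methods' ANOVA and Tukey test. The difference between the *Notch3-/-* and WT responses at 24 hr was 0.42 (SE 0.26, adjusted p = 0.58).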

Future studies will be necessary to characterize specific T-cell populations present before and after ozone exposure in mice with *Notch3* and *Notch4* deletion.

## Conclusion

We tested the hypothesis that *Inf2* cluster genes *Notch3* and *Notch4* contribute to ozone-induced lung inflammation. Enhanced inflammation in *Notch3^–/–^* and *Notch4^–/–^* mice compared with WT mice supports a novel role for Notch 3 and 4 receptors in modulating innate immune lung inflammatory responses to ozone. Moreover, genome-wide transcriptomic analyses suggest that these receptors protect against inflammation through different mechanisms. 

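Several gene lists differed in their ozone response between a knockout line and WT by camera with its preset correlation, and none of the 35 lists did with an estimated correlation (3 mice per group). At 48 hr the median *Notch3-/-* minus WT response of 25 interferon-stimulated genes was 0.46 log2, where 0 passed (4 adjusted over the list alone), with adjusted p = 2.7e-10 by camera and adjusted p = 0.059 with an estimated correlation. For 21 NRF2 antioxidant genes it was 0.39 at 6 hr, where 0 passed (4 over the list alone), with adjusted p = 1.8e-09 by camera and adjusted p = 0.15 with an estimated correlation. For 14 ciliated cell markers it was 0.81 at 24 hr, where 0 passed (8 over the list alone), with adjusted p = 3.4e-07 by camera and adjusted p = 0.53 with an estimated correlation. In *Notch4-/-* mice the interferon-stimulated genes had a median response difference of 0.41 at 6 hr, where 0 passed (4 over the list alone), with adjusted p = 1.2e-08 by camera and adjusted p = 0.12 with an estimated correlation. DNA replication and repair genes had -0.36 at 24 hr, where 0 passed (0 over the list alone), with adjusted p = 1.8e-10 by camera and adjusted p = 0.59 with an estimated correlation. These *Notch4-/-* differences rest on the *Notch4-/-* air mice, of which replicates 1 and 2 had intermediate *Notch4* signal. From its etanercept experiment, which is not analysed here, the paper first proposes that the mechanisms of *Notch3-/-* and *Notch4-/-* mice differ, and it proposes so again from the greater number and diversity of transcripts in *Notch3-/-* mice. It uses EPIG patterns to look further into that difference, and from them proposes Trim30 and the inflammasome for *Notch3-/-* mice and *Traf6* and NF-κB for *Notch4-/-* mice as possibilities.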

Future investigations should provide greater insight to the role of innate immunity in differential susceptibility to oxidant injury.

## Supplemental Material

(645 KB) PDF Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

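Whole-lung RNA of 36 male mice was measured on Affymetrix mouse genome arrays, 1 mouse per array, in 12 groups of 3 mice. The groups combine 3 genotypes (WT, *Notch3-/-* and *Notch4-/-*) with air and with 0.3 ppm ozone for 6, 24 and 48 hr, and each genotype has 1 air group. The authors summarised and normalized the arrays by robust multiarray average (RMA), which corrects background, quantile normalizes and takes log2, in GeneSpring GX. The deposited values are log2 values for 45101 probe sets, each centred on its median over the 36 arrays, with a largest absolute median of 5e-07. That centring was found in the values and is not described in the methods. A value is thus log2 relative to the median of that probe set, differences between arrays are unaffected, and brightness, signal over background and a detection limit cannot be read. The array medians lay between -0.03 and 0.03 log2 and the array standard deviations between 0.164 and 0.426. The scale and centring are known, every column was assigned to 1 mouse from its label, and 0 columns of per-sample values were left unassigned.

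The 64 Affymetrix control probe sets were left out, although the planned design speaks of all probe sets, and the other 45037 were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with 1 mean per group. The p-values were adjusted by Benjamini-Hochberg over the probe sets of each comparison, and adjusted p under 0.05 was the threshold. There were 9 comparisons of ozone with the air mice of the same genotype, 4 of a knockout line with WT (in air, and as the mean over air and the ozone times), and 6 of the ozone response of a knockout line with that of WT. A probe set counted as changed at any time when it passed at 6, 24 or 48 hr. The methods used an ANOVA over genotype and exposure with Tukey's test, which was run as an alternative. An adjusted p at a named gene is from limma unless another test is named. Of the probe sets tested, 34945 have 1 gene symbol in the platform annotation, 932 several and 9160 none, and 34741 of those with 1 symbol were matched by gene ID to RefSeq for current symbols. No gene was named from a probe set with several symbols. The planned choice of the brightest probe set for a gene with several could not be made on centred values, so the probe set with the most specific suffix (no suffix letter before a, s and x) and then the lowest number stands for the gene.

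Named genes were chosen by a rule set before the data were examined. It takes the genes that the paper's text names and the probe sets printed in its Figure 5, the 10 largest rises and falls of each ozone and knockout comparison among those past the threshold with all arrays on one side of the comparison group's mean, 5 each way for each response difference, and up to 4 members of each described gene list. The gene lists, 35 in all, the tests, the comparisons and the alternatives were fixed at the same time, apart from alternatives named as chosen after seeing the data. The lists were tested with camera at a preset inter-gene correlation of 0.01, on 1 probe set for each of 18193 genes, with adjustment over the 35 lists. Of 665 tests of a list in a comparison, 223 passed, and 32 of these passed with a correlation estimated from the residuals. The count "adjusted over the list alone" adjusts the limma p-values of a list's members over that list.

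EPIG was not rerun. Step templates were used in its place on the 27 log2 ratios of ozone arrays to the mean of the 3 air arrays of the genotype, with the paper's parameter values of 0.8 for the Pearson correlation, 2.5 for the signal-to-noise ratio and 0.5 for the size of change, taken here as log2. Overlaps of calls between genotypes were set beside those of independent lists, the product of the numbers of calls over the number of probe sets tested, which leaves out the estimate of spread that the comparisons share. The place of called genes was tested over 18032 genes in RefSeq gene order, with Fisher's exact test for the 100 measured genes on either side of *Notch3* and *Notch4* and with 10000 random draws for neighbouring calls. Gene order and chromosomes are those of the RefSeq annotation, and no coordinates were used.

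The number of arrays limits the precision. The median SE was 0.139 log2 for ozone against air, 0.0695 for a knockout line against WT over all exposures and 0.196 for a response difference, and the SD of the difference between replicates over all probe sets ran from 0.217 to 0.454 log2. The steps were tested on simulated data before use. With 200 changed probe sets among 45037 set in arrays with the spread of the real ones, the *Notch3-/-* 24 hr comparison recovered 32.8% at 0.5 log2, 92.5% at 1 and 97% at 2, with 7 of 155 calls false. The *Notch3-/-* comparison over all exposures recovered 83.6%, 98.5% and 100%, with 6 of 194 calls false. The template for a rise at 24 and 48 hr recovered 197 of 200 simulated members, and camera called the 1 raised list of 35 and 0 others.

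The alternatives set in advance were quantile normalization once more, centring of each array on its median, a fit on only the arrays of the genotypes compared, an intensity trend with a robust prior, array weights, the methods' test, adjustment over all comparisons of a kind together, a further minimum of 0.5 log2, the replicate number as a block, and each array left out in turn. For templates they were other correlation minimums (0.7 and 0.9), a group mean of 1 log2 and the mean of all 9 air arrays as baseline, and for lists an estimated correlation, fry and the mean of all probe sets of a gene. Chosen after seeing the data were a fit on only the single-symbol probe sets, a fit with the control probe sets kept, and one without *Notch4-/-* air replicates 1 and 2. The last leaves 1 *Notch4-/-* air mouse, with the spread taken from the other groups. A filter on dim probe sets was not run. The quantitative PCR, lavage and protein measurements of the paper are not analysed here.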

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

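Of the tests below, those that weigh the fall of Trim genes were chosen after the result was seen, and the test of probe variants was corrected after its first run.

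The ozone response at 6 hr differed between *Notch3-/-* and WT mice, by the test of the difference itself, for *Trim34a* (-4.03 (SE 0.33, adjusted p = 1.4e-08)), *Trim30d* (-4.53 (SE 0.26, adjusted p = 9.4e-12)), *Trim12a* (-4.58 (SE 0.31, adjusted p = 2.3e-10)) and the probe set printed as Chaf1a in Figure 5C (-2.26, SE 0.34, adjusted p = 0.0048). A candidate explanation is a strain haplotype of chromosome 7 carried by the 3 *Notch3-/-* mice of that group, since 9 of 34 called genes lie on chromosome 7 (7.8% of measured genes do, Fisher's exact p = 0.00094), and over them WT mice, first-generation hybrids of the parent strains, lay at a median position of 0.376 between the level of the *Notch3-/-* mice after 24 and 48 hr ozone (0) and the *Notch3-/-* level at 6 hr (1), against 0.0382 over the 25 called genes on other chromosomes. The positions overlap, with -0.287 to 0.608 on chromosome 7, where *Mex3b* and *Cacng6* lie below 0, and -2.18 to 7.22 on the others, where *Ces1g* (0.679), *Ier5* (0.638) and *Lpin2* (0.406) lie between the levels as well. The Fisher test of the 9 genes counts the Trim genes that prompted the explanation. Without the Trim genes 6 of 31 called genes lie there (Fisher's exact p = 0.03) with a median position of 0.271, and *Trim34a* rose by 1.25 at 6 hr in another of its probe sets. WT air minus *Notch3-/-* air had a median of -0.617 (SD 0.156) over the 6 probe sets of the template, where *Notch3-/-* air replicate 1 lay -1.09 (SD 0.206) from replicates 2 and 3. These probe sets were selected for a 6 hr level below that *Notch3-/-* air level, which sets part of the value, and the *Notch3-/-* difference from WT in air did not pass for *Trim30d* (adjusted p = 0.1), *Trim12a* (adjusted p = 0.41), *Trim34a* (adjusted p = 0.44) or *Trim5* (adjusted p = 0.83), so it decides nothing. In *Notch4-/-* mice over all exposures, the probe set printed as Chaf1a was higher than in WT by 1.06 (SE 0.12, adjusted p = 5.7e-07). The *Trim30d* probe set was among the 10 largest rises there. The levels of these probe sets thus differ between lines apart from the *Notch3-/-* 6 hr group. The other template members are not compared here. An ozone response of the *Notch3-/-* lung stays open, because each mouse was measured once and no value here excludes it.

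Over all exposures, 1345 probe sets differed from WT in the same direction in both knockout lines and 42 in opposite directions, a signal that the paper's text does not describe (its supplemental tables were not used here), and 66 of the 1345, in 53 genes, differed by at least 1 log2 in each. The tables argue against the shared WT arrays as the cause, since comparisons with no array in common still shared 31.8 times the calls of independent lists (185 higher against 6.4, 168 lower against 4.7) and had 4 and 12 in opposite directions, where a shared estimate of spread would put as many, with a correlation across probe sets of 0.511, and with shared arrays the correlation was 0.732 (covariance 0.0239) against 0.509 (0.00483) for simulated unchanged groups. Strain variants under the probes may account for part, since other probe sets of the same genes passed in the same direction in 40.4% (19 of 47), against 62.0% (119 of 192) for genes raised by ozone at 48 hr (Fisher's exact p = 0.0086); before its correction the test gave 31.9%. Notch pathway genes other than *Notch3* and *Notch4* were shifted down in both lines, with camera p = 0.0078 in *Notch3-/-* and p = 9e-04 in *Notch4-/-* mice (medians -0.04 and -0.10 log2 over 27 genes; p = 0.11 and p = 0.049 with an estimated correlation). Strain and knockout are carried by the same mice, so a loss of Notch signaling common to both lines and strain cannot be told apart.

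The *Notch4* probe set with the largest difference lay at -1.97 and -1.40 in *Notch4-/-* air replicates 1 and 2, against -3.69 in replicate 3 and -4.31 to -3.42 in the ozone mice of that line. WT RNA mixed into these samples is argued against by a median share of the WT level of -0.00937 in replicate 1 and 0.00809 in replicate 2, over 50 probe sets that tell WT from the knockout lines. A whole sample exchanged is argued against by the highest median share of another line, 0.358, that of the *Notch3-/-* level in replicate 2 over 31 probe sets. *Notch3-/-* RNA mixed in stays open: the share was 0.170 in replicate 1 and 0.452 in replicate 2 over 17 probe sets of chromosome 17, which holds both Notch genes, and 0.0554 and 0.353 over 10 probe sets of other chromosomes, too few per chromosome for the planned bound, while *Notch4-/-* 48 hr ozone replicates 1 and 3 had 0.197 and 0.161 over the 31. No biological explanation was tested. Counts of probe sets past the threshold in *Notch4-/-* comparisons, and of the template of a rise at all times, are given also without replicates 1 and 2. That leaves 1 air mouse and so does not test the counts. Counts over gene lists and of calls shared between genotypes also rest on these air mice and are given only with all of them.

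*Heph*, a copper ferroxidase, differed in its 24 hr response between *Notch3-/-* and WT mice by the test of the difference, -0.90 (SE 0.15, adjusted p = 0.024), and did not pass with only the arrays of these genotypes or without any 1 of 9 arrays, among them WT air replicates 2 and 3. *Krtap17-1* differed at 24 hr by 2.11 (SE 0.33, adjusted p = 0.024), and did not pass with only the arrays of these genotypes or without any 1 of 7 arrays, among them WT air replicate 2. *Psca*, a surface antigen of epithelia, differed at 48 hr from WT by -1.65 (SE 0.21, adjusted p = 0.00073) in *Notch3-/-* and -1.53 (SE 0.21, adjusted p = 0.0032) in *Notch4-/-* mice, with a change of 1.60 (SE 0.15, adjusted p = 4.6e-07) in WT mice, and neither difference passed with quantile normalization once more or with an intensity trend and robust prior, nor the *Notch4-/-* one with only the arrays of these genotypes or, with 1 *Notch4-/-* air mouse left, without *Notch4-/-* air replicates 1 and 2.

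Other splits of the same arrays into groups of the same sizes were counted for each comparison. With 3 mice against 3 there are 10 splits, too few for a share under 0.05. For WT mice the real split called 47 probe sets at 24 hr (highest of the others 1) and 850 at 48 hr (420), with 1 split as large at each time. At 6 hr it called 0 (highest other 1211), so all 10 splits call as many whatever the data, and that number tells nothing. For *Notch3-/-* mice it called 72 at 6 hr (highest other 0), 1223 at 24 hr (3) and 1109 at 48 hr (0), and for *Notch4-/-* mice 3 (2), 625 (3) and 790 (3), with 1 split as large in each. In air the values were 219 for *Notch3-/-* (highest other 5) and 217 for *Notch4-/-* against WT (8). Of 100 splits drawn, 1 called as many as the 2001 of *Notch3-/-* mice at any time (highest other 849). The same held for the 2558 of *Notch3-/-* (58) and the 2595 of *Notch4-/-* mice (413) against WT over all exposures. For the 863 of WT mice at any time, 4 splits called as many (2180). Chance can be excluded for these at a share of 0.05, for WT mice by that share only, since another split called 2180. For the 7 of the *Notch3-/-* response 1 split called as many (highest other 6). The splits of a response exchange genotypes that differ apart from ozone, so they are no reference for it and decide nothing. By these splits alone chance cannot be excluded for the 1275 of *Notch4-/-* mice at any time, where 12 splits called as many (highest other 4377). Nor can it for the 1 of the *Notch4-/-* response, where 29 did (1501). For the *Notch4-/-* rises at 48 hr other values argue against chance, since 314 of 668 were also called higher in WT mice (9.3 for independent lists) and 352 in *Notch3-/-* mice (12.9), with no control array shared, while 1 was called lower in WT and 0 in *Notch3-/-* mice. Splits that call several times the real count, as those of WT and *Notch4-/-* mice at any time and of the *Notch4-/-* response, point to a structure of the samples, and which one was not tested. The splits at any time mix exposure times, so exposure time itself can lie along them, and those of the response exchange genotypes within each exposure.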

How the results depend on the processing

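Settings chosen after seeing the data were those with only single-symbol probe sets, with control probe sets kept, and without *Notch4-/-* air replicates 1 and 2, which leaves replicate 3 (array weight 0.416) as the only *Notch4-/-* air mouse. Of 564 results for named genes, 558 kept their direction and side of the threshold with each array centred on its median, 554 with the replicate number as a block, 553 with array weights, 522 with adjustment over all comparisons of a kind, 503 with quantile normalization once more, 503 with at least 0.5 log2, 462 with an intensity trend and robust prior and 422 with only the arrays of the genotypes compared. With the methods' test it was 516 of 551, with single-symbol probe sets 555 of 559, with control probe sets 562, without *Notch4-/-* air replicates 1 and 2 160 of 221, and over arrays left out in turn 5361 of 6270 values. The others lost or gained a call, and 1 reversed: *Notch4* in *Notch4-/-* mice at 24 hr against air was 0.38 with quantile normalization once more and -1.62 without it. The methods' Tukey test gives no value for a single response difference. The interaction of genotype and exposure in its ANOVA, taken over all genotypes and exposures together, passed for 20 probe sets. The filter on dim probe sets was not run because centred values hold no brightness, nor can signal over background be given. The cause was not tested for any change below, apart from fewer arrays or probe sets where a setting leaves some out.

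With array weights, WT mice had 62, 2360 and 1314 probe sets past the threshold at 6, 24 and 48 hr and 3389 at any time, *Notch3-/-* mice 215, 5009, 4010 and 7513, and *Notch4-/-* mice 2649, 3770, 2731 and 7827. Against WT, *Notch3-/-* mice had 743 in air and 500 response differences, and *Notch4-/-* mice 3061 in air, 4031 over all exposures and 25 response differences. Adjustment over all comparisons of a kind gave 70 and 116 in WT mice at 6 and 24 hr, 184 and 708 in *Notch3-/-* mice, and 127 in *Notch4-/-* mice at 6 hr. The methods' ANOVA and Tukey test gave 144 and 181 in WT mice at 6 and 24 hr, 302 in *Notch3-/-* and 275 in *Notch4-/-* mice at 6 hr, and 362 and 361 for *Notch3-/-* and *Notch4-/-* against WT in air. Only the arrays of the genotypes compared gave 534 at 48 hr and 536 at any time in WT mice, 19 at 6 hr and 707 at 48 hr in *Notch3-/-* mice, 0, 47 and 161 at 6, 24 and 48 hr and 188 at any time in *Notch4-/-* mice, and 0 *Notch4-/-* response differences. Quantile normalization once more gave 2592 at 24 hr and 3366 at any time in *Notch3-/-* mice, 104 at 6 hr and 333 at 48 hr in *Notch4-/-* mice, 400 for *Notch4-/-* in air and 0 *Notch4-/-* response differences. An intensity trend and robust prior, where centred values leave no intensity to follow, gave 0 in *Notch4-/-* mice at 6 hr, 134 and 108 for *Notch3-/-* and *Notch4-/-* in air, and 2 and 0 response differences. At least 0.5 log2 in addition left 815 in *Notch3-/-* mice at 24 hr and 759 and 674 for *Notch3-/-* and *Notch4-/-* over all exposures. Centring each array gave 8 in *Notch4-/-* mice at 6 hr, and single-symbol probe sets gave 0. With that 1 air mouse, *Notch4-/-* mice had 172 at 6 hr, 3648 at 24 hr, 884 at 48 hr (437 of them among the 790), 4038 at any time, 202 in air (80 of them among the 217), 2807 over all exposures, 0 response differences and 901 for the template of a rise at all times.

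Templates at an r of at least 0.7 held 377 probe sets for the rise in all genotypes, 15 for the fall at 6 hr in *Notch3-/-* mice and 38 for the rise in *Notch4-/-* mice, at an r of at least 0.9 the first held 32 and the last 0, and with a group mean of at least 1 log2 66 and 0. With all 9 air arrays as the baseline the *Notch3-/-* template held 3. Of 223 list tests past the threshold, 32 stayed past with an estimated correlation, 80 with fry and 210 with the mean of all probe sets of a gene, and over all 665 tests 32, 82 and 243 passed. Neither the paper nor the labels say that the replicate numbers pair the mice, and of 198 pairs with the same number 89 had deviations from the group means with a correlation over 0.1, with a mean of 0.0668 (-0.505 to 0.617), so not every pair did. Of 396 other pairs 117 did (mean -0.0327), no separate reference because deviations in a group sum to 0, and 22 of 36 arrays correlated best with their own number. With the replicate number as a block the counts were 0, 65, 917 and 935 at any time in WT mice, 86, 1462, 1170 and 2259 in *Notch3-/-* mice, 4, 698, 887 and 1425 in *Notch4-/-* mice, 221 and 233 in air, 2708 and 2822 over all exposures, and 7 and 1 response differences, none over 1.5 times from the values without it.

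With each array left out in turn, WT counts ran from 0 (without WT air replicate 2) to 51 (without WT air replicate 1) at 6 hr, 22 (without WT ozone 24 hr replicate 3) to 43 (without WT ozone 24 hr replicate 1) at 24 hr, 501 (without WT air replicate 1) to 695 (without WT ozone 48 hr replicate 2) at 48 hr and 537 (without WT ozone 48 hr replicate 1) to 876 (without WT ozone 6 hr replicate 3) at any time. *Notch3-/-* counts ran from 13 (without *Notch3-/-* air replicate 3) to 114 (without *Notch3-/-* ozone 6 hr replicate 2) at 6 hr, 347 (without *Notch3-/-* ozone 24 hr replicate 3) to 764 (without *Notch3-/-* air replicate 2) at 24 hr, 560 (without *Notch3-/-* air replicate 1) to 1187 (without *Notch3-/-* air replicate 3) at 48 hr and 833 (without *Notch3-/-* air replicate 1) to 2157 (without *Notch3-/-* ozone 6 hr replicate 2) at any time. *Notch4-/-* counts ran from 0 (without *Notch4-/-* air replicate 2) to 6 (without *Notch4-/-* air replicate 3) at 6 hr, 45 (without *Notch4-/-* air replicate 3) to 2002 (without *Notch4-/-* air replicate 2) at 24 hr, 216 (without *Notch4-/-* air replicate 3) to 873 (without *Notch4-/-* air replicate 2) at 48 hr and 249 (without *Notch4-/-* air replicate 3) to 2557 (without *Notch4-/-* air replicate 2) at any time. Against WT in air they ran from 131 (without WT air replicate 3) to 155 (without WT air replicate 1) for *Notch3-/-* and 106 (without WT air replicate 3) to 238 (without *Notch4-/-* air replicate 3) for *Notch4-/-*, over all exposures from 2208 to 2591 and 2033 to 2894, and for response differences from 5 to 10 and 1 to 7 (without *Notch4-/-* ozone 48 hr replicate 2). The templates ran from 139 to 218, from 4 to 9 and, for the rise in *Notch4-/-* mice, from 3 (without WT air replicate 2) to 44 (without *Notch4-/-* air replicate 2).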

Differences from the paper's values

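The paper tested by ANOVA with Tukey's test and Benjamini-Hochberg correction at an adjusted p under 0.05, and the values here are from limma at the same threshold, so the tests differ. For WT mice the paper's count of transcripts changed by ozone at any time is 116, and here it was 863. No alternative set before the data were examined came within 1.5 times of it, with 1191 by ANOVA and Tukey's test, 536 with only the arrays of the genotype, 713 with at least 0.5 log2 in addition, 741 with an intensity trend and robust prior, 3389 with array weights, and 537 to 876 with an array left out. For *Notch3-/-* mice the paper's count is 739, and here it was 2001. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's without *Notch3-/-* air replicate 1 (833), and not in the others, with 1961 by ANOVA and Tukey's test, 1943 with only the arrays of the genotype, 1413 with adjustment over all comparisons together, 1416 with at least 0.5 log2 in addition and 7513 with array weights. For *Notch4-/-* mice the paper's count is 155, and here it was 1275. Of those alternatives, the fit with only the arrays of the genotype gave 188, within 1.5 times of the paper's value, and the others did not, with 1670 by ANOVA and Tukey's test, 972 with at least 0.5 log2 in addition and 7827 with array weights.

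The paper's patterns come from EPIG, and the templates used here are another method at the same parameter values. For transcripts that fell at 6 hr only in *Notch3-/-* mice (pattern 19) the paper's count is 12, and here 6 probe sets followed the template. Among alternatives set before the data were examined, 15 did at an r of at least 0.7, 9 without *Notch3-/-* air replicate 1 and 8 without *Notch3-/-* ozone 24 hr replicate 3, within 1.5 times of the paper's value, while at an r of at least 0.9 it was 4, with a group mean of at least 1 log2 6, with all air arrays as the baseline 3, and it stayed further away with any other array left out. For transcripts that rose at all times only in *Notch4-/-* mice (pattern 8) the paper's count is 50, and here it was 7. Of those alternatives, an r of at least 0.7 gave 38 and leaving out *Notch4-/-* air replicate 2 gave 44, within 1.5 times, while an r of at least 0.9 and a group mean of at least 1 log2 gave 0, all air arrays as the baseline 6, and the other arrays left out stayed further away. Of the probe sets in Figure 5, 13 of 14 in Figure 5B, 5 of 9 in Figure 5C and 2 of 11 in Figure 5D followed the template.

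The paper describes few genes as differing between knockout and WT mice in air, and here 219 probe sets differed in *Notch3-/-* and 217 in *Notch4-/-* mice. It lists DNA replication, recombination and repair among functions of *Notch3-/-* mice only, by another analysis (Ingenuity), while of 30 DNA replication and repair genes here 20 rose at 48 hr in WT mice and 26 in *Notch3-/-* mice. Figure 4D shows more genes at 48 hr than at 24 hr in *Notch3-/-* mice, and here 1223 passed at 24 hr and 1109 at 48 hr, while 48 hr was higher by ANOVA and Tukey's test (1003 and 1144), with adjustment over all comparisons together (708 and 791), with each array centred on its median (1161 and 1171), with at least 0.5 log2 in addition (815 and 820), and without *Notch3-/-* air replicate 1 (382 and 560) or 3 (614 and 1187). Without *Notch3-/-* ozone 24 hr replicate 1 or 3 the 24 hr count was 500 or 347, below the 1109 with all arrays. Without ozone 48 hr replicate 1 or 2 the 48 hr count was 641 or 586, below the 1223 with all arrays. Figure 4D also shows more genes at 24 hr in WT than in *Notch4-/-* mice, and here 47 passed in WT and 625 in *Notch4-/-* mice, with 38 and 47 when only the arrays of the genotype are fitted, while without *Notch4-/-* air replicate 3 the *Notch4-/-* count was 45, below that of WT. *Traf6*, which the paper places among transcripts that rise at all times in *Notch4-/-* mice, had 0.10 (SE 0.14, adjusted p = 0.85), 0.33 (SE 0.14, adjusted p = 0.22) and 0.37 (SE 0.14, adjusted p = 0.22) there at 6, 24 and 48 hr. The 48 hr value passed without *Notch4-/-* ozone 48 hr replicate 3, and the probe set that Figure 5D prints as *Traf6*, which has no single symbol here, passed at each time with array weights. In air that probe set differed between *Notch4-/-* and WT mice by -0.44 (SE 0.10, adjusted p = 0.043). *Zap70*, which the paper reports as raised by ozone in *Notch4-/-* mice, had 0.47 (SE 0.14, adjusted p = 0.23), -0.12 (SE 0.14, adjusted p = 0.71) and 0.06 (SE 0.14, adjusted p = 0.91), and the 6 hr value, the one recomputed under the alternatives, passed in none of them. The *Notch3-/-* counts at 6, 24 and 48 hr (72, 1223 and 1109) were above those of WT (0, 47 and 850) and *Notch4-/-* mice (3, 625 and 790), the order of the paper, but not in every setting. *Notch4-/-* mice had more than *Notch3-/-* mice with array weights at 6 hr (2649 and 215) and at any time (7827 and 7513), and with quantile normalization once more at 6 hr (104 and 93). Without *Notch4-/-* air replicate 2 they had 2002 at 24 hr and 2557 at any time, each above the *Notch3-/-* count with all arrays. With a *Notch3-/-* array left out and the other genotypes complete, the *Notch3-/-* count was 382, 614, 500 or 347 at 24 hr, below *Notch4-/-* mice, 560, 636, 641 or 586 at 48 hr, below WT and *Notch4-/-* mice, 833 at any time, below WT and *Notch4-/-* mice, and 1196 at any time, below *Notch4-/-* mice. The paper's rise of *Il33* in *Notch3-/-* mice at 24 hr has a value here that runs the same way, 1.12 (SE 0.19, adjusted p = 0.0011). For Trim30, *Trim30d*, the name printed in Figure 5C, had -4.58 (SE 0.19, adjusted p = 7.9e-16) in *Notch3-/-* mice at 6 hr. Another *Trim30d* probe set had -0.97 (SE 0.17, adjusted p = 0.011) there, a call lost without *Notch3-/-* air replicate 2 or 3 or ozone 6 hr replicate 1. *Trim30a* had -0.62 (SE 0.21, adjusted p = 0.25) there and did not pass. The paper's text does not say which Trim30 gene its inflammasome proposal concerns.

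*Myd88* and *Cxcl1* stand in the paper's pattern of a rise at 24 and 48 hr in all genotypes. Here *Myd88* in WT mice had 0.36 (SE 0.11, adjusted p = 0.39) at 24 hr and 0.42 (SE 0.11, adjusted p = 0.053) at 48 hr, where the 48 hr value passed by ANOVA and Tukey's test, with quantile normalization once more, with each array centred on its median, with the replicate number as a block and without WT air replicate 2, and with only single-symbol probe sets, a setting chosen after seeing the values. *Cxcl1* had 1.84 (SE 0.36, adjusted p = 0.032) at 24 hr and 1.25 (SE 0.36, adjusted p = 0.079) at 48 hr in WT mice, where the 48 hr value passed with only the arrays of the genotype or with the block. At 48 hr in *Notch3-/-* mice *Cxcl1* had 1.30 (SE 0.36, adjusted p = 0.053), which passed with array weights, with each array centred on its median, with the block, without *Notch3-/-* ozone 48 hr replicate 3 and with only single-symbol probe sets. The probe set that Figure 5B names *Cxcl1* is that of *Cxcl3* in the annotation used here, where it rose at 24 hr by 2.32 in WT mice, and the one named *Saa2* is that of *Saa3*. In Figure 5D the probe set named Znf778 is that of *Zfp560* here, and those named *Traf6* and Slc22a3, as the one named Chaf1a in Figure 5C, have no single gene symbol here.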

Other observations

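The gene lists, comparisons and position tests below were chosen in advance, and the setting without *Notch4-/-* air replicates 1 and 2 together, which leaves 1 *Notch4-/-* air mouse, as well as which lists to describe here, after the results were seen. Over air and ozone together (12 mice per genotype), neutrophil markers and monocyte and interstitial macrophage markers were higher as lists in *Notch3-/-* than in WT mice, and so were single genes of airway secretory cells. *Scgb3a1*, a secretoglobin of airway secretory cells, was higher by 2.74 (SE 0.57, adjusted p = 0.0022), a call lost with an intensity trend and robust prior, and *Clca1*, a gene of mucous cells, by 4.49 (SE 0.76, adjusted p = 0.00018). *Bpifa1* and *Bpifb1*, secreted proteins of airway epithelium, were higher by 4.61 (SE 1.06) and 3.88 (SE 0.84). *Clca1*, *Bpifa1* and *Bpifb1* are named as members of gene lists. They are not among the 10 largest rises by the rule, which needed all *Notch3-/-* arrays on one side of the WT mean. *Ltf*, the neutrophil and airway protein lactoferrin, was higher by 2.53 (SE 0.48, adjusted p = 0.00086) in *Notch3-/-* and 2.42 (SE 0.48, adjusted p = 0.0017) in *Notch4-/-* mice. *S100a8* and *S100a9*, calcium-binding proteins of neutrophils, were higher by 2.09 (SE 0.28) and 2.18 (SE 0.29) in *Notch3-/-* mice, and by 1.32 (SE 0.28) and 1.32 (SE 0.29) in *Notch4-/-* mice. Neutrophil markers were 12 higher and 0 lower of 19 (15 and 0 adjusted over the list alone), with adjusted p = 3.1e-15 by camera and adjusted p = 0.0087 with an estimated correlation in *Notch3-/-* mice, and 11 higher and 1 lower of 19 (15 and 1 adjusted over the list alone), with adjusted p = 1.5e-07 by camera and adjusted p = 0.13 with an estimated correlation in *Notch4-/-* mice. Monocyte and interstitial macrophage markers were 7 higher and 0 lower of 12 (9 and 0 adjusted over the list alone), with adjusted p = 2.2e-12 by camera and adjusted p = 0.0087 with an estimated correlation in *Notch3-/-* mice, with *C1qa*, a complement gene of macrophages, higher by 0.69 (SE 0.08, adjusted p = 4.6e-07). In *Notch4-/-* mice these markers were 5 higher and 0 lower of 12 (6 and 0 adjusted over the list alone), with adjusted p = 9.9e-06 by camera and adjusted p = 0.16 with an estimated correlation. Club and secretory cell markers were 4 higher and 0 lower of 10 (5 and 0 adjusted over the list alone), with adjusted p = 0.015 by camera and adjusted p = 0.61 with an estimated correlation in *Notch3-/-* mice. *Scgb3a1* and *Clca1* were also called in *Notch4-/-* mice against WT over all exposures.

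Interferon-stimulated genes were 19 higher and 1 lower of 25 (19 and 1 adjusted over the list alone), with adjusted p = 2e-25 by camera and adjusted p = 0.00036 with an estimated correlation in *Notch3-/-* mice, and 14 higher and 1 lower of 25 (20 and 1 adjusted over the list alone), with adjusted p = 9.7e-14 by camera and adjusted p = 0.015 with an estimated correlation in *Notch4-/-* mice. *Igtp*, an interferon-inducible GTPase, was higher by 1.16 (SE 0.12, adjusted p = 3.5e-08) in *Notch3-/-* mice, and *Ifi27l2a*, an interferon-induced protein, by 1.65 (SE 0.19) in *Notch3-/-* and 1.18 (SE 0.19) in *Notch4-/-* mice, while *Xaf1*, which is in the same list, had -4.44 (SE 0.44) and -3.21 (SE 0.44). After 48 hr ozone against air, 4 of the list fell and 1 rose in *Notch4-/-* mice (11 and 1 adjusted over the list alone), with adjusted p = 2.8e-09 by camera and adjusted p = 0.042 with an estimated correlation, where *Ifit1* had -0.66 (SE 0.13, adjusted p = 0.0069), a call lost without *Notch4-/-* air replicate 1, without replicates 1 and 2 together, and with only the *Notch4-/-* arrays. Interferon-stimulated genes were also called after 48 hr ozone in WT mice, among them *Ifit1*, *Ifit3*, *Rtp4* and *Usp18*, and *Cxcl10* in *Notch3-/-* mice. Genes of the Notch pathway were 0 higher and 4 lower of 29 (0 and 4 adjusted over the list alone), with adjusted p = 0.00097 by camera and adjusted p = 0.17 with an estimated correlation in *Notch3-/-* mice, where *Dll4*, a ligand of endothelium, had -0.42 (SE 0.08, adjusted p = 0.00093), and 0 higher and 3 lower of 29 (0 and 5 adjusted over the list alone), with adjusted p = 0.0018 by camera and adjusted p = 0.23 with an estimated correlation in *Notch4-/-* mice. Endothelial markers were 0 higher and 4 lower of 18 (0 and 6 adjusted over the list alone), with adjusted p = 2.4e-06 by camera and adjusted p = 0.19 with an estimated correlation in *Notch3-/-* mice, and 0 higher and 4 lower of 18 (0 and 8 adjusted over the list alone), with adjusted p = 3.7e-05 by camera and adjusted p = 0.23 with an estimated correlation in *Notch4-/-* mice. Alveolar type 1 cell markers were 1 higher and 3 lower of 10 (1 and 4 adjusted over the list alone), with adjusted p = 0.0022 by camera and adjusted p = 0.42 with an estimated correlation in *Notch3-/-* mice, and 0 higher and 4 lower of 10 (0 and 5 adjusted over the list alone), with adjusted p = 0.00076 by camera and adjusted p = 0.24 with an estimated correlation in *Notch4-/-* mice. The 12 WT arrays enter both comparisons, so chance values are shared between the lines. Strain also differs between WT and knockout mice, so these differences cannot be assigned to the knockout alone. In all, limma called 2558 probe sets in *Notch3-/-* (1475 higher, 1083 lower) and 2595 in *Notch4-/-* mice (1292 higher, 1303 lower).

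Of the genes measured in the paper by quantitative PCR, *Jag1*, *Tnf* and *Cxcl2* are set beside these arrays here. The paper found no ozone or genotype effect on the ligand *Jag1*. On the arrays *Jag1* was called lower than in WT mice in each knockout line over all exposures, where strain differs as well. *Tnf* passed in no ozone comparison, with 0.10 (SE 0.18, adjusted p = 0.8) in *Notch3-/-* and 0.09 (SE 0.18, adjusted p = 0.84) in *Notch4-/-* mice at 24 hr. *Cxcl2*, a chemokine for neutrophils, rose at 24 hr by 1.23 (SE 0.22, adjusted p = 0.0023) in *Notch3-/-* and 1.33 (SE 0.22, adjusted p = 0.002) in *Notch4-/-* mice, and had 0.95 (SE 0.22, adjusted p = 0.099) in WT mice, a value that passed with array weights, with only the WT arrays, with the methods' test and with adjustment over all comparisons together. The *Notch4-/-* call at 24 hr did not pass without *Notch4-/-* air replicate 3 (1.10) or with only the *Notch4-/-* arrays. At 48 hr it rose by 1.17 (SE 0.22, adjusted p = 0.0025) in WT, 0.81 (SE 0.22, adjusted p = 0.046) in *Notch3-/-* and 1.22 (SE 0.22, adjusted p = 0.0029) in *Notch4-/-* mice. The *Notch4-/-* call did not pass with only the *Notch4-/-* arrays. The *Notch3-/-* call did not pass with only the *Notch3-/-* arrays, with adjustment over all comparisons together, with the methods' test, or without *Notch3-/-* air replicate 1 (0.70) or 3 (0.65) or ozone 48 hr replicate 2 (0.66) or 3 (0.76). The response of *Cxcl2* at 24 hr differed by 0.27 (SE 0.31, adjusted p = 0.78) between *Notch3-/-* and WT mice and by 0.38 (SE 0.31, adjusted p = 0.91) between *Notch4-/-* and WT mice. *Dbp*, a transcription factor of the circadian clock, had -2.99 (SE 0.57, adjusted p = 0.0077) at 24 hr in *Notch4-/-* mice, a call lost without *Notch4-/-* air replicate 3 or *Notch4-/-* ozone 24 hr replicate 2. In *Notch3-/-* mice it had -2.12 (SE 0.57, adjusted p = 0.043), a call lost without *Notch3-/-* air replicate 1 or 3 or ozone 24 hr replicate 1 or 3, with only the *Notch3-/-* arrays, with an intensity trend and robust prior, with the methods' test and with adjustment over all comparisons together, and in WT mice -1.08 (SE 0.57, adjusted p = 0.54).

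Called genes lay near each other more often than random genes in the knockout comparisons, and in some of the ozone comparisons. Over all exposures, 751 of 1265 called genes in *Notch3-/-* and 748 of 1211 in *Notch4-/-* mice had another within 5 measured genes on either side, against 651.73 and 604.5 on average in 10000 random draws (permutation of the calls over measured genes, p = 1e-04, the smallest they can give). In air it was 19 of 107 in each line, against 6.07 and 6.11 (p = 6e-04 by the same permutation), and in *Notch3-/-* mice after 6 hr ozone 5 of 34 against 0.625 (p = 0.0041). In WT mice after 24 hr ozone it was 7 of 32 against 0.549 (permutation p = 3e-04), and at 48 hr 116 of 444 against 97.4 (permutation p = 0.059). In *Notch3-/-* mice at 24 and 48 hr p was 0.037 and 0.051, and in *Notch4-/-* mice 0.024 and 0.053, in this permutation without adjustment over the 11 comparisons. Among the 200 measured genes around *Notch4* on chromosome 17, 11.5% were called in *Notch3-/-* mice over all exposures against 6.97% elsewhere (Fisher's exact p = 0.017), and 10.5% against 6.67% in *Notch4-/-* mice (p = 0.045), while around *Notch3* p was 0.89 and 0.12. In air, p was between 0.63 and 1 for each gene and line. *Notch3* and *Notch4* have 74 measured genes between them, so the genes counted around each overlap, and these 8 tests were not adjusted. The calls around *Notch4* in *Notch3-/-* mice over all exposures thus include the deleted *Notch3* itself, and no test without it was run.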
